# A microRNA program regulates the balance between cardiomyocyte hyperplasia and hypertrophy and stimulates cardiac regeneration

**DOI:** 10.1038/s41467-021-25211-4

**Published:** 2021-08-10

**Authors:** Andrea Raso, Ellen Dirkx, Vasco Sampaio-Pinto, Hamid el Azzouzi, Ryan J. Cubero, Daniel W. Sorensen, Lara Ottaviani, Servé Olieslagers, Manon M. Huibers, Roel de Weger, Sailay Siddiqi, Silvia Moimas, Consuelo Torrini, Lorena Zentillin, Luca Braga, Diana S. Nascimento, Paula A. da Costa Martins, Jop H. van Berlo, Serena Zacchigna, Mauro Giacca, Leon J. De Windt

**Keywords:** miRNAs, Cardiac regeneration

## Abstract

Myocardial regeneration is restricted to early postnatal life, when mammalian cardiomyocytes still retain the ability to proliferate. The molecular cues that induce cell cycle arrest of neonatal cardiomyocytes towards terminally differentiated adult heart muscle cells remain obscure. Here we report that the *miR-106b~25* cluster is higher expressed in the early postnatal myocardium and decreases in expression towards adulthood, especially under conditions of overload, and orchestrates the transition of cardiomyocyte hyperplasia towards cell cycle arrest and hypertrophy by virtue of its targetome. In line, gene delivery of *miR-106b~25* to the mouse heart provokes cardiomyocyte proliferation by targeting a network of negative cell cycle regulators including E2f5, Cdkn1c, Ccne1 and Wee1. Conversely, gene-targeted *miR-106b~25* null mice display spontaneous hypertrophic remodeling and exaggerated remodeling to overload by derepression of the prohypertrophic transcription factors Hand2 and Mef2d. Taking advantage of the regulatory function of *miR-106b~*25 on cardiomyocyte hyperplasia and hypertrophy, viral gene delivery of *miR-106b~25* provokes nearly complete regeneration of the adult myocardium after ischemic injury. Our data demonstrate that exploitation of conserved molecular programs can enhance the regenerative capacity of the injured heart.

## Abstract (web summary)

Myocardial regeneration and proliferation of heart muscle cells is limited to a short period after birth early postnatal life, after which heart muscle cells can only grow in size and not in number. Here, the authors identified that the expression level of an endogenous microRNA cluster in heart muscle promotes the passage of the proliferative state to adult heart growth, and modulating the expression of this cluster can stimulate heart regeneration after myocardial infarction.

## Introduction

Proliferation of cardiogenic precursor cells and division of immature cardiomyocytes is key to mammalian cardiac morphogenesis during embryonic and fetal development^1,2^. The neonatal mammalian heart still retains considerable proliferative capacity reminiscent of lower vertebrates^3–7^, and is sustained by hypoxic conditions^8^, activation of Hippo signaling^9^, various transcriptional regulators^10–12^, and endogenous microRNA mechanisms^13,14^. Complete regeneration of the injured myocardium, including the human neonatal heart^15^, exclusively takes place in a short time window during fetal and early postnatal life, when cardiomyocytes still possess the ability to proliferate^7^. Shortly after birth, however, the majority of cardiomyocytes lose their proliferative capacity, and shift toward a terminally differentiated phenotype, with restricted ability to re-activate mitosis^16^. Limited myocyte turnover does occur in the adult mammalian heart, but insufficient to restore contractile function following injury^17^. The default growth response of the adult heart to overload or injury consists primarily of cardiomyocyte hypertrophy, a form of cellular growth without cell division that often precipitates in heart failure^18^, a serious clinical disorder that represents a primary cause of morbidity and hospitalization. In humans, despite remarkable progresses made by device-based therapies and drug interventions^19^, the only way to replace lost cardiomyocytes is heart transplantation. Identification of the developmental molecular mechanisms that stimulate a proliferative phenotype in early postnatal life, control cell cycle arrest, and produce a hypertrophic response of the terminally differentiated heart muscle, may hold the key to unlock the regenerative potential of the adult mammalian heart.

## Results

### Suppression of the *miR-106b~25* cluster facilitates cardiac remodeling

We recently demonstrated that mature *miR-25* transcripts are downregulated in two mouse models of heart failure, and results in the derepression of the bHLH transcription factor *Hand2* in the postnatal mammalian myocardium^20^. *miR-25* is embedded in the *miR-106b~25* cluster, located on mouse chromosome 5 (chromosome 7 in humans) in an intronic region of the DNA-replication gene *Mcm7* and consists of three miRNAs: *miR-106b*, *miR-93*, and *miR-25* (Fig. 1a). Here we show that each *miR-106b~25* cluster member displayed decreased expression in human cardiac biopsies of end-stage heart failure obtained upon heart transplantation compared to healthy controls (Fig. 1b), decreased expression in the calcineurin transgenic mouse model of heart failure (Supplementary Fig. 1a) and in pressure overloaded mouse hearts in both the early and late remodeling phase (Supplementary Fig. 1b, c).

**Fig. 1:**
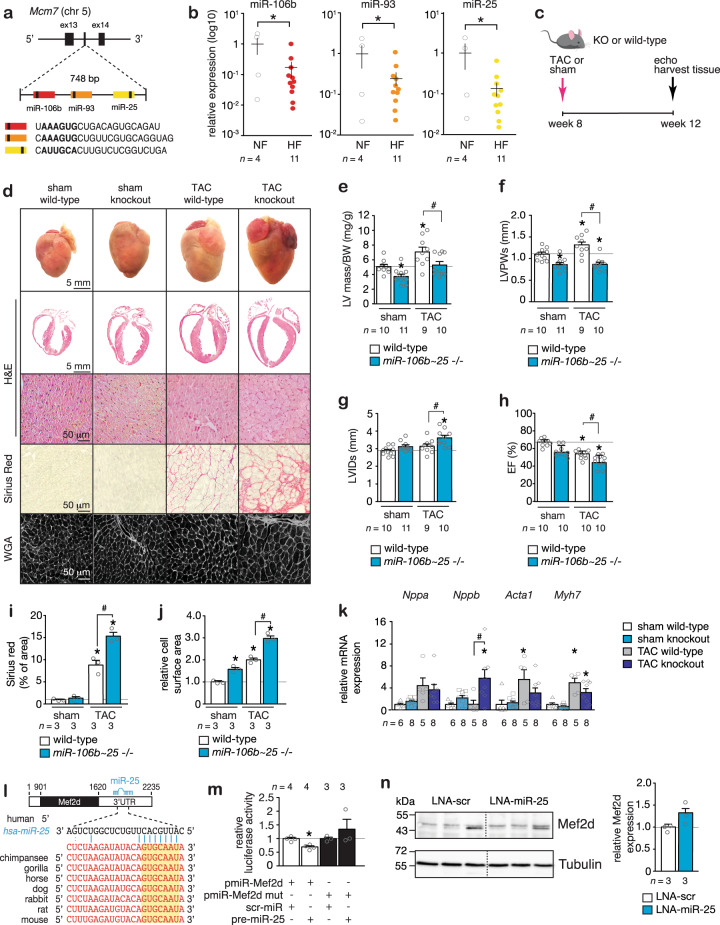
*miR-106b~25* gene deletion induces hypertrophic cardiac remodeling. **a** A schematic representation of the mouse *Mcm7* gene harboring the *miR-106b~25* cluster in intron 13. **b** Real-time PCR analysis of *miR-106b*, *miR-93*, and *miR-25* abundance in human non-failing or failing myocardium. **c** Design of the study. **d** Representative images of whole hearts (top panels), haematoxylin & eosin (H&E)-stained sections of four-chamber view (second panel), high magnification H&E sections (third panel), Sirius Red stained sections (fourth panel), and wheat germ agglutinin (WGA)-stained (fifth panel) histological sections. Quantification of **e** left ventricular mass/body weight (BW) ratio, **f** left ventricular posterior wall thickness in systole (LVPWs), **g** Left ventricular internal diameter in systole (LVIDs), **h** ejection fraction (EF). **i** Quantification of the fibrotic area by Sirius Red staining and **j** cell surface areas by wheat germ agglutinin (WGA) staining. **k** Real-time PCR analysis of *Nppa*, *Nppb, Acta1*, and *Myh7*, *n* refers to number of animals. **l** Location and evolutionary conservation of *hsa-miR-25* seed region on Mef2d. **m** Activity assay of luciferase reporter constructs shows the binding of *hsa-miR-25* to the 3′UTR of Mef2d, *n* refers to number of transfection experiments. **n** Western blot analysis of endogenous Mef2d and GAPDH as a loading control in hearts from wild type (WT) versus *miR-106b~25* knock-out (KO) mice, *n* refers to number of hearts. *P < *0.05* vs corresponding control group; ^#^*P* < *0.05* vs corresponding treatment (error bars are s.e.m.). Statistical analysis consisted of a two-tailed Student’s *t*-test (**b**, **m**, **n**) or a One-way ANOVA followed by Dunnett multiple comparison test (**e**–**k**). Source data are provided as a Source data file.

To more directly address the ramifications of reduced expression of *miR-106b~25* for the postnatal heart, we subjected cohorts of *miR-106b~25*−/− mice^21^, where expression of the cluster members was undetectable in the heart (Supplementary Fig. 1d), to sham surgery or pressure overload by transverse aortic constriction (TAC) surgery and serially assessed cardiac geometry and function at four weeks (Fig. 1c). Remarkably, *miR-106b~25*−/− mice already suffered from a mild form of eccentric hypertrophy at baseline as evidenced in sham-operated mice by an increased cardiac geometry, reduced wall thickness, reduced ejection fraction (EF), and increased cardiomyocyte size at four weeks after sham surgery (Fig. 1d–k; Table 1). Four weeks of TAC surgery in wild-type mice or *miR-106b~25*−/− mice resulted in severe myocyte disarray, interstitial fibrosis, increased heart weight, left ventricular dilation, systolic and diastolic dysfunction as well as a transcript induction of *Nppa*, *Nppb*, *Acta1*, and *Myh7* as hypertrophic “stress” markers with consistently more severe phenotypes in *miR-106b~25*−/− mice (Fig. 1d–k; Table 1). In line, silencing of the individual *miR-106b~25* cluster members with specific antagomirs (Supplementary Fig. 2a, b) resulted in spontaneous and mild eccentric remodeling as evidenced by an increased cardiac geometry (Supplementary Fig. 2c), abnormal echocardiographic parameters (Supplementary Fig. 2d–g), increased cardiomyocyte size (Supplementary Fig. 2h) and induction of hypertrophic markers (Supplementary Fig. 2j), albeit milder compared to the phenotype of *miR-106b~25*−/− mice, supporting the conclusion that the individual cluster members work in a concerted fashion.

**Table 1:** Morphometric and echocardiographic characteristics of WT versus miR-106b~25 KO mice subjected to sham or TAC surgery for 4 weeks.

	Sham		TAC	
	WT	KO	WT	KO
*n*	10	11	9	10
BW (g)	21.2 ± 0.2	21.3 ± 0.4	21.0 ± 0.5	21.0 ± 0.4
LV mass (mg)	107 ± 5	80 ± 5*	145 ± 12*	110 ± 8^#^
LV mass/BW (mg/g)	5.1 ± 0.3	3.8 ± 0.4*	7.1 ± 0.7*	5.3 ± 0.5^#^
IVSd (mm)	0.83 ± 0.05	0.68 ± 0.03*	1.04 ± 0.06*	0.89 ± 0.04^#^
IVSs (mm)	1.16 ± 0.06	1.04 ± 0.03	1.40 ± 0.07*	1.16 ± 0.05^#^
LVIDd (mm)	4.09 ± 0.08	4.15 ± 0.09	4.10 ± 0.14	4.41 ± 0.11
LVIDs (mm)	2.87 ± 0.08	3.14 ± 0.08	3.14 ± 0.07	3.61 ± 0.15*^#^
LVPWd (mm)	0.89 ± 0.04	0.65 ± 0.04*	1.04 ± 0.06*	0.70 ± 0.05*^#^
LVPWs (mm)	1.11 ± 0.05	0.83 ± 0.03*	1.30 ± 0.08*	0.88 ± 0.05*^#^
EF (%)	64 ± 1	57 ± 1*	54 ± 2*	45 ± 3*#
FS (%)	29 ± 1	25 ± 1*	23 ± 1*	18 ± 1*#
E/A (mm/s)	1.73 ± 0.11	1.53 ± 0.10	1.62 ± 0.10	1.57 ± 0.24*

Data are expressed as means ± SEM.

*BW* body weight, *LV* left ventricular, *IVSd* interventricular septal thickness at end-diastole, *IVSs* interventricular septal thickness at end-systole, *LVIDd* left ventricular internal dimension at end-diastole, *LVIDs* left ventricular internal dimension at end-systole, *LVPwd* left ventricular posterior wall thickness at end-diastole, *LVPws* left ventricular posterior wall thickness at end-systole, *EF* ejection fraction, *FS* fractional shortening, *E/A* Doppler E/A ratio.

*Indicates *P* < 0.05 vs sham group subjected to treatment with a control antagomir.

^#^Indicates *P* < 0.05 vs experimental group.

Mechanistically, we have previously shown *miR-25*-dependent regulation of the prohypertrophic embryonic transcription factor Hand2 in the adult heart and could repeat this finding (Supplementary Fig. 2k, l)^20^. To further understand the mechanistic role of *miR-106b~25* in cardiac remodeling, we analyzed bioinformatics databases to search for *miR-106b*, *miR-93*, and *miR-25* binding sites in cardiac expressed protein-coding transcripts. We identified a perfect match for a *miR-25* heptametrical seed sequence in the transcription factor Myocyte enhancer factor 2d (*Mef2d*) that showed complete evolutionary conservation among vertebrates (Fig. 1l), validated the target gene using luciferase reporters harboring either the wild-type or site-directed mutagenesis of key nucleotides in the *miR-25* binding site (Fig. 1m), and finally demonstrated derepression of Mef2d protein expression upon *miR-25* silencing in cardiomyocytes by western blotting (Fig. 1n). Taken together, these data demonstrate that the *miR-106b~25* cluster is repressed in the failing heart and causes eccentric hypertrophic remodeling by simultaneous derepression of the prohypertrophic transcription factors Hand2 and Mef2d.

### Activation of the *miR-106b~25* cluster provokes cardiac enlargement

To further evaluate the function of the *miR-106b~25* cluster in cardiac disease, we measured the expression of *miR-106b*, *miR-93*, and *miR-25* in the postnatal mouse heart at postnatal day 0 (p0), p5, p10, p15, and p20, representing developmental stages toward adulthood (p56, week 8). The data demonstrate that *the miR-106b~25* cluster was on average 6–8 fold higher expressed early in the postnatal phase and slowly decreased in expression to adult expression levels after which expression remained stable (Fig. 2a). In line, *miR-106b~25* expression in the adult heart muscle cells was very low compared to adult non-myocyte cells that still retain the ability to proliferate (Supplementary Fig. 3).

**Fig. 2:**
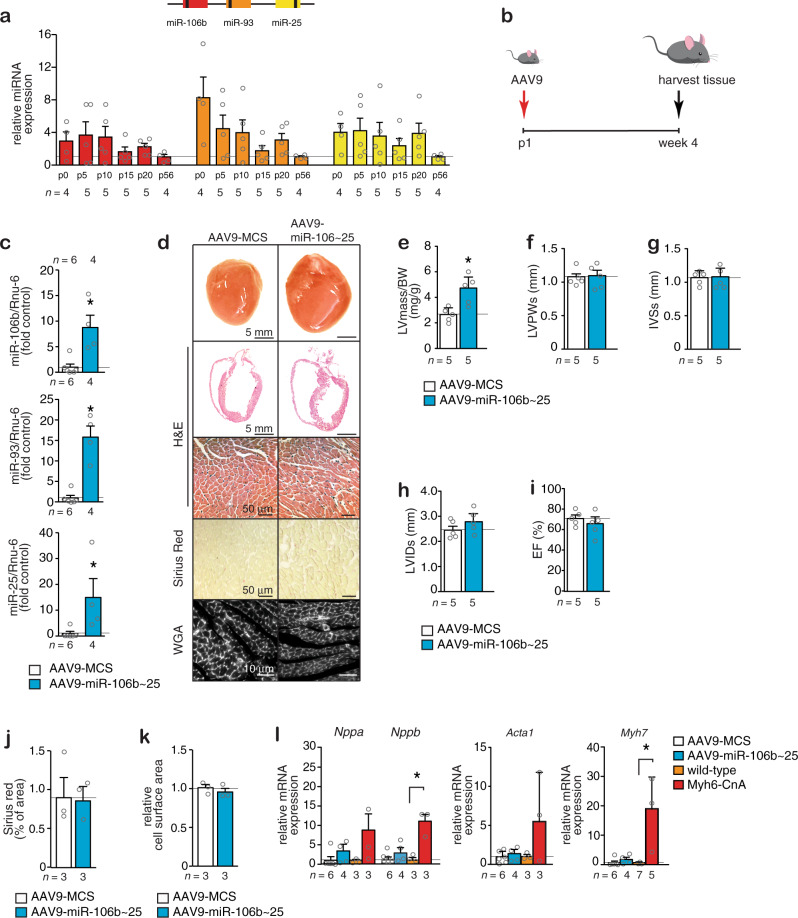
Overexpression of the *miR-106b~25* cluster induces cardiac growth with sustained function. **a** Real-time PCR analysis of *miR-106b*, *miR-93*, and *miR-25* abundance in mouse hearts at postnatal day 0 (p0), p5, p10, p15, p20, and p56 (2 months) of age. **b** Design of the study. **c** Real-time PCR analysis of *miR-106b*, *miR-93*, and *miR-25* abundance in AAV9-MCS versus AAV9-miR-106b~25 hearts, 4 weeks after injection. **d** Representative images of whole hearts (top panels), H&E-stained sections of four-chamber view (second panel), high magnification H&E sections (third panel), Sirius Red stained sections (fourth panel), and WGA-stained (fifth panel) sections. Quantification of **e** LV/BW ratio, **f** LVPWs, **g** IVSs, **h** LVIDs, and **i** EF of mice that received AAV9-MCS or AAV9-miR-106b~25. Quantification of **j** the fibrotic area by Sirius Red staining and **k** the cell surface areas by WGA-staining. **l** Real-time PCR analysis of *Nppa*, *Nppb*, *Acta1*, and *Myh7* in hearts from mice that received AAV9-MCS or AAV9-miR-106b~25; or WT or calcineurin transgenic (Myh6-CnA) mice, a mouse model for heart failure, *n* refers to number of animals. *P < *0.05* vs corresponding control group (error bars are s.e.m.). Statistical analysis consisted of a two-tailed Student’s *t*-test (**c**, **e**–**k**) or a One-way ANOVA followed by Dunnett multiple comparison test (**l**). Source data are provided as a Source data file.

Next, we made use of the high cardiac tropism and prolonged expression of serotype 9 adeno-associated viral (AAV9) vectors following systemic delivery^22^. AAV9 vectors expressing *mmu-miR-106b*, *mmu-miR-93*, and *mmu-miR-25* precursor miRNAs (AAV9-miR-106b~25), or a control vector with an empty multiple cloning site (AAV9-MCS), were injected intraperitoneally in neonatal mice at postnatal day 1 (p1; Fig. 2b) as a gain-of-function approach (Fig. 2c). Anticipating a cardiac phenotype resistant to hypertrophic remodeling, much to our surprise, at 4 weeks, the hearts of mice injected with AAV9-miR-106b~25 were histologically normal but significantly enlarged (Fig. 2d, e). Echocardiographic analysis demonstrated that heart size and interventricular septum thickness in systole was significantly increased (Fig. 2e–i, Table 2), but cardiac morphometric dimensions and contractile function were normal as evidenced by the absence of ventricular dilation (Fig. 2h) and ejection fraction (Fig. 2i). There was no sign of inflammatory cell infiltration or cardiac fibrosis (Fig. 2d, j). Even more peculiar, individual myocyte size was unaltered and there was no evidence for reactivation of a “fetal” gene expression pattern characteristic for hypertrophic cardiomyocytes (Fig. 2k, l). Conclusively, maintaining high *miR-106b~25* expression levels as observed in the early postnatal developmental period produced cardiac enlargement in the adult heart without classical signs of pathological hypertrophic remodeling.

**Table 2:** Morphometric and echocardiographic characteristics of mice treated for 4 weeks with AAV9-MCS or AAV9-miR-106b~25.

	AAV9-MCS	AAV9-miR-106b~25
*n*	5	5
BW (g)	29.4 ± 0.5	24.3 ± 1.7
LV mass (mg)	79 ± 7	121 ± 26*
LV mass/BW (mg/g)	2.7 ± 0.2	4.8 ± 0.6*
IVSd (mm)	0.68 ± 0.03	0.91 ± 0.08*
IVSs (mm)	1.05 ± 0.04	1.28 ± 0.09
LVIDd (mm)	3.75 ± 0.12	4.08 ± 0.08*
LVIDs (mm)	2.50 ± 0.14	2.78 ± 0.19
LVPWd (mm)	0.84 ± 0.09	0.85 ± 0.08
LVPWs (mm)	1.07 ± 0.06	1.09 ± 0.07
EF (%)	70 ± 3	66 ± 5
FS (%)	33 ± 2	31 ± 3

Data are expressed as means ± SEM.

*BW* body weight, *LV* left ventricular, *IVSd* interventricular septal thickness at end-diastole, *IVSs* interventricular septal thickness at end-systole, *LVIDd* left ventricular internal dimension at end-diastole, *LVIDs* left ventricular internal dimension at end-systole, *LVPwd* left ventricular posterior wall thickness at end-diastole, *LVPws* left ventricular posterior wall thickness at end-systole, *EF* ejection fraction, *FS* fractional shortening, *E/A* Doppler E/A ratio.

*Indicates *P* < 0.05 vs sham group subjected to treatment with a control antagomir.

^#^Indicates *P* < 0.05 vs experimental group.

### The *miR-106b~25* cluster stimulates cardiomyocyte proliferation

To understand how the *miR-106b~25* cluster can evoke cardiac growth, we resorted to cardiomyocyte cultures isolated from neonatal hearts, which retain both hypertrophic and proliferative properties^23^. We performed a fluorescence-microscopy-based analysis in neonatal rat cardiomyocytes transfected with either a control precursor miRNA, or precursors for *miR-106b*, *miR-93* or *miR-25*. At 72 h, cells were stained for sarcomeric α-actinin to distinguish cardiomyocytes from non-myocytes, and we included the proliferation marker 5-ethynyl-2’-deoxyuridine (EdU), a thymidine analog that is incorporated into newly synthesized DNA (Fig. 3a, b). Automated image segmentation and analysis was performed to selectively quantify number of proliferating cardiomyocytes (α-actinin+, EdU+; Fig. 3c) and total number of cardiomyocytes (α-actinin+; Fig. 3d; Supplementary Fig. 4a). The data demonstrate that *miR-106b*, *miR-93*, or *miR-25* stimulated cardiomyocyte proliferation and cardiomyocyte numbers by a factor of 3 with no substantial differences between the miRNA cluster members.

**Fig. 3:**
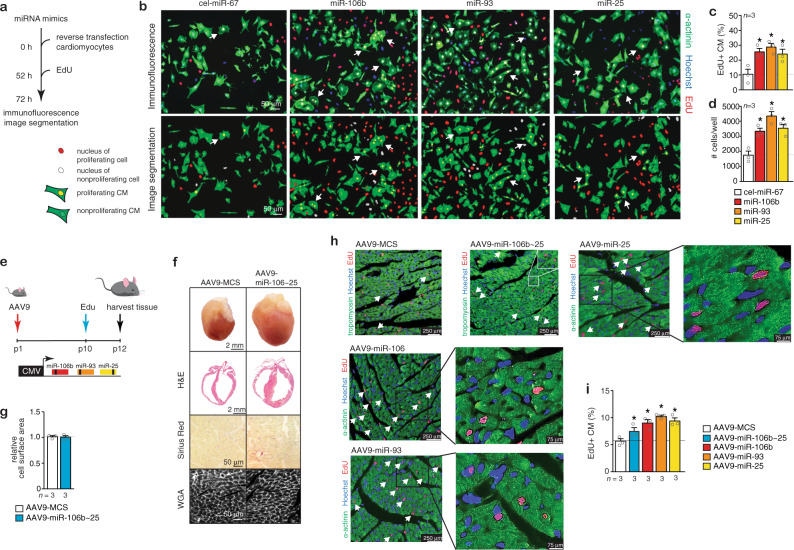
Overexpression of the *miR-106b~25* cluster induces cardiomyocyte (CM) proliferation. **a** Workflow of the experiment. **b** Representative fluorescent microscopic images of rat CMs transfected with a control precursor miRNA, or precursors for *miR-106b*, *miR-93*, or *miR-25* and stained for α-actinin, 5-ethynyl-2’-deoxyuridine (EdU), and Hoechst. Quantification of **c** the number of proliferating CMs (α-actinin+, EdU+) and **d** total number of CMs (α-actinin+) after transfection with a control miRNA, or *miR-106b*, *miR-93*, or *miR-25*, *n* refers to the number of transfection experiments. **e** Workflow of the study. **f** Representative images of whole hearts (top panels), H&E-stained sections in four-chamber view (second panel), Sirius Red stained sections (third panel) and WGA-stained (fourth panel) sections. **g** Quantification of the cell surface areas from WGA-stained sections. **h** Confocal microscopy images of heart sections of mice treated with AAV9-MCS or AAV9-miR-106b~25 and stained for α-actinin, EdU and Hoechst or α-actinin, pH3 and Hoechst. Quantification of **i** the number of proliferating CMs (α-actinin+, EdU+) and **j** the number of phospho-histone 3 (pH3) positive CMs (α-actinin+, pH3+), *n* refers to number of hearts. *P < *0.05* vs corresponding control group (error bars are s.e.m.). Statistical analysis consisted of a two-tailed Student’s *t*-test (**g**) or a One-way ANOVA followed by Dunnett multiple comparison test (**c**, **d**, **i**). Source data are provided as a Source data file.

Next, to evaluate whether the *miR-106b~25* cluster would also enhance cardiomyocyte proliferation in vivo, we injected AAV9-miR-106b~25 intraperitoneally in neonatal mice at p1 to elevate cardiac *miR-106b~25* cluster expression, administered Edu intraperitoneally at p10 and analyzed the hearts at p12 (Fig. 3e). The hearts of p12 mice injected with AAV9-106b~25 were significantly enlarged compared to those from mice injected with the control AAV9 (Fig. 3f), with no sign of inflammatory cell infiltration or increased cardiac fibrosis content, and no increase in cardiomyocyte size (Fig. 3f, g). Confocal microscopy indicated that the number of both cardiomyocytes in S phase of the cell cycle (α-actinin+, EdU+; Fig. 3h, i; Supplementary Fig. 1e) and mitotic cardiomyocytes (α-actinin+, PH3+; Fig. 3h, j; α-actinin+, Aurora B+; Supplementary Fig. 4b) was significantly increased in hearts of animals injected with AAV9-miR-106b~25 compared to hearts of animals injected with the control AAV9-MCS.

Next, to ascertain if the individual cluster members showed differences in activating cardiomyocyte proliferation, we also generated AAV9 vectors expressing either *miR-106b*, *miR-93*, or *miR-25* and administered the viral vectors intraperitoneally in neonatal mice at p1, administered EdU at p10 and analyzed the hearts at p12 (Supplementary Fig. 5a). In each case, mice with increased expression of either *miR-106b*, *miR-93*, or *miR-25* were significantly enlarged (Supplementary Fig. 5b), showed no increase in cardiomyocyte cell size (Supplementary Fig. 5b, c), demonstrated an increased number of cardiomyocytes in S phase of the cell cycle (α-actinin+, EdU+; Supplementary Fig. 5d, e) and mitotic cardiomyocytes (α-actinin+, PH3+; Supplementary Fig. 5f, g; or α-actinin+, Aurora B+; Supplementary Fig. 5h).

Next, we employed stereology to simultaneously assess left ventricular volumes, CM volumes, CM nuclei densities, CM nucleation, and CM proliferation as described previously^24–26^ in wild-type neonatal mice, wild-type mice injected with AAV9-miR-106b~25, and *miR-106b~25* knockout mice from birth (p0) to p12, since CM proliferation is still abundant in early postnatal life in the mouse and essentially absent after p15^24^ (Fig. 4a). CM nuclei in tissue sections were stained for the cardiomyocyte nuclear marker pericentriolar material 1 (PCM-1), CM multinucleation was determined by co-staining with wheat germ agglutinin (WGA) to delineate cell boundaries and PCM-1 to mark CM nuclei and CM proliferation assessed by co-labeling sections with PCM-1 and EdU (Fig. 4b). LV volumes increased from 5.5 ± 0.4 mm^3^ to 13.2 ± 1.0 mm^3^ at p6 and p12, respectively, with a tendency for mice that received AAV9-miR-106b~25 to have a slightly higher LV volume (Fig. 4c). The ratio of mono- to binucleated cardiomyocytes changed substantially during the first 12 postnatal days. On p6, a minority of cardiomyocytes (14.1 ± 1.1%) were binucleated, whereas at p12 the majority of cardiomyocytes became binucleated (66.1 ± 1.1%), with mice that received AAV9-miR-106b~25 having a slight reduction in the percentage of binucleated cardiomyocytes at p12 (61.2 ± 2.2%; Fig. 4d). The total number of cardiomyocytes at p12 was considerably larger in mice that received AAV9-miR-106b~25 as were the number of EdU+ cardiomyocytes at p6 and p12 (Fig. 4e, f). In addition, the number of EdU+ cardiomyocytes was lower at p12 in *miR-106b~25* knockout mice, indicating a requirement of the endogenous *miR-106b~25* cluster for cardiomyocyte proliferation in juvenile hearts (Fig. 4f).

**Fig. 4:**
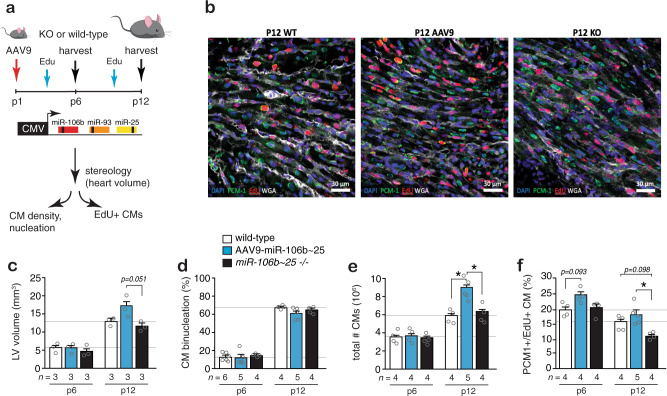
The *miR-106b~25* cluster controls the total number of CMs. **a** Workflow of the study. **b** Representative confocal images of sections co-stained for pericentriolar material 1 (PCM-1), 4′,6-diamidino-2-phenylindole (DAPI), EdU, and WGA to assess PCM-1+EdU+ CMs in the experimental groups at p12. Quantification of **c** LV volumes, **d** percentage CM binucleation, **e** total number of CMs and **f** proliferating (PCM-1+, EdU+) CMs at p6 and p12 in the experimental groups, *n* refers to number of hearts. *P < *0.05* vs corresponding control group (error bars are s.e.m.). Statistical analysis consisted of a One-way ANOVA followed by Dunnett multiple comparison test (**c**–**f**). Source data are provided as a Source data file.

Taken together, these results show that elevated cardiac expression of the complete *miR-106b~25* cluster or the individual cluster members significantly enhance proliferation of at least a subset of cardiomyocytes in vivo.

### The *miR-106b~25* cluster suppress cell cycle inhibitors

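Neonatal rat cardiomyocytes, heart muscle cells isolated from rats 1 day after birth, were transfected with a synthetic mimic of miR-106b, miR-93 or miR-25, or with a mimic of the worm miRNA cel-miR-67 as control. Each of the 4 cultures gave 1 library, so differences between mimics have no replicate check. The methods give the mimic dose as 25 mM and the sample labels as 25 nM, and the time after transfection is 72 h in the methods and 48 h in Fig. 5a. The authors trimmed the reads, aligned them to the Rnor 6.0 rat genome with STAR, rounded the gene counts and converted them with edgeR's rpkm function to RPKM values, a count scaled to the length of the gene and the size of the library. They deposited RPKM values of 15731 genes, listed by symbol and Ensembl identifier. In a given library each read adds a fixed step to a gene's RPKM, and whole reads that give these steps were recovered for all 15731 genes. On simulated data with known reads, the recovered reads were exact for 96.5% of genes. Reads on the listed genes numbered 18797234 with miR-106b, 16520057 with miR-93, 16460108 with miR-25 and 15175185 with cel-miR-67. In units of 1000000 reads, the paper states 2 per library, and the library sizes behind the RPKM values were 29.7 for miR-106b, 27.3 for miR-93, 27.3 for miR-25 and 22.7 for cel-miR-67, so the listed genes held 63.2%, 60.5%, 60.4% and 66.9% of them. Fold changes were taken as the ratio of the deposited RPKM values, mimic over cel-miR-67, without a pseudocount, for genes with RPKM above 1.0 in both libraries. The median tested gene had 459 reads in the control library in the comparison with miR-106b, and a gene with an RPKM near 1 had a median of 57.5 control reads. For single genes, 95% exact (Clopper-Pearson) intervals of the log2 fold change were computed from the reads of the compared libraries. These intervals cover counting error only and leave out differences between cultures.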

To elucidate the molecular mechanisms underlying the proliferative effects of this microRNA cluster, we performed RNA-seq to assess the transcriptome changes in neonatal rat cardiomyocyte RNA after transfection with *miR-106b*, *miR-93*, or *miR-25* mimics. This analysis identified 1082 genes for *miR-106b*, 1347 genes for *miR-93*, and 1673 genes for *miR-25* upregulated and 1253 genes for *miR-106b*, 1594 genes for *miR-93*, and 2327 genes for *miR-25* downregulated (at 1.0 reads per kilobase of exon model per million mapped reads (RPKM) cutoff and 1.30 fold-change cutoff; Fig. 5a, Supplementary Table S1). 

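The ratio of RPKM values gave 1339 upregulated and 1437 downregulated genes among 11296 genes tested for miR-106b. For miR-93, 1707 genes were upregulated and 1762 downregulated of 11280 tested, and for miR-25, 2166 were upregulated and 2532 downregulated of 11198 tested. Downregulated genes made up 51.8% of the changed genes with miR-106b, 50.8% with miR-93 and 53.9% with miR-25. To see what these cutoffs pass without any effect of a mimic, unchanged libraries were drawn 100 times from the control reads at the depth of each library. Counting noise alone then gave a median of 115 upregulated and 114.5 downregulated genes for miR-106b, 119 and 117 for miR-93, and 118 and 119 for miR-25. The spread between cultures was not measured. With an assumed coefficient of variation of 10% between cultures, unchanged libraries gave a median of 635.5 upregulated and 629 downregulated genes for miR-106b. With an assumed 20%, the medians were 2089 upregulated and 2093 downregulated genes for miR-106b, 2093 and 2098 for miR-93, and 2093.5 and 2104 for miR-25, more than were observed for miR-106b and miR-93. A spread of 20% in every gene is too large for the miR-93 and miR-106b libraries, between which 831 genes were higher and 935 lower with miR-93, against simulated medians of 606.5 and 610 with 10% and 2081 and 2087 with 20%. In an exact binomial test of the recovered reads with Benjamini-Hochberg adjustment at 0.05, which compares the sequenced libraries and not the conditions, 1158 of the upregulated and 1304 of the downregulated genes differed beyond counting noise with miR-106b, 1544 and 1647 with miR-93, and 2040 and 2419 with miR-25. With the RPKM cutoff of 2.0 that the methods give, 1065 genes were upregulated and 1172 downregulated with miR-106b, 1347 and 1482 with miR-93, and 1747 and 2121 with miR-25. A fold-change cutoff of 2 moved the counts most and left 139 upregulated and 150 downregulated genes with miR-106b.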

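Before any target prediction, 969 genes were downregulated with both miR-106b and miR-93, which is 67.4% of the genes downregulated with miR-106b and 55.0% of those downregulated with miR-93. Independent calls would share 217 genes. The overlap of downregulated genes was 485 between miR-106b and miR-25, where independent calls would share 321, and 636 between miR-93 and miR-25, where they would share 394. All 3 comparisons use the same control library, which by itself makes the calls overlap. Simulated unchanged libraries that shared 1 control had a median of 33.5, 33 and 33 downregulated genes in common for these pairs with counting noise alone. With an assumed variation of 10% between cultures they shared 157, 161.5 and 161 genes, and with 20%, which is more than the miR-93 and miR-106b libraries differ by, they shared 836, 841 and 833. Opposite calls were rare between miR-106b and miR-93, with 12 genes downregulated by miR-106b and upregulated by miR-93 and 24 genes the other way around. Between miR-106b and miR-25 there were 214 and 330 such genes. All 3 mimics lowered 343 genes past the cutoff, against a median of 15, 67 and 446 genes in unchanged libraries with counting noise alone and with the assumed variation of 10% and 20%. Predicted miRNA binding sites were not used here.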

We then imposed bioinformatic predictions of miRNA seed sequence interactions with rat transcripts that were downregulated by the miRNAs upon transfection to cardiomyocytes according to the transcriptomic data, yielding 112, 217, and 420 *miR-106b*, *miR-93,* and *miR-25* target genes respectively, with substantial overlap between the *miR-106b* and *miR-93* targetome (Fig. 5b). Next, a bioinformatic protein-protein interaction network was derived that integrates and scores protein interactions across different evidence channels (conserved neighborhood, co-occurrence, fusion, co-expression, experiments, databases, and text mining). For each miRNA in the *miR106b~25* cluster, a subnetwork was extracted. Analysis of the networks showed a particularly dense and often overlapping enrichment for genes functioning in cell cycle regulation, and to a lesser extent networks of genes involved in actin cytoskeletal organization, oxidative stress, and components of the Hippo pathway (Fig. 5c).

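The genes drawn in the 4 compartments of Fig. 5c were read by eye and looked up in the deposited values. The study picked these genes from the same libraries, so their values are not independent evidence. The 65 cell cycle genes had a median log2 fold change of 0.31 with miR-106b, 0.26 with miR-93 and -0.44 with miR-25. Of 10000 random gene lists of the same size matched on mean expression, all had a lower median with miR-106b and with miR-93, and none had a lower median with miR-25. With miR-106b 31 cell cycle genes were upregulated and 5 downregulated, with miR-93 20 and 8, and with miR-25 16 and 35 of the 64 tested. At least 1 mimic lowered 40 of the 65 genes past the 1.3-fold cutoff, and all 3 mimics lowered Gadd45a, Rbl1 and Wee1. The 37 actin cytoskeleton genes had medians of -0.22, -0.33 and 0.09 with miR-106b, miR-93 and miR-25, at percentiles 0, 0 and 97.7 of the random lists, and 24 of them were downregulated with at least 1 mimic. The 95% interval of the miR-25 median across these genes, -0.06 to 0.45, includes 0. The 24 oxidative stress genes found in the deposited values had medians of 0.02, 0.02 and -0.34, at percentiles 65.5, 66.3 and 0.16, and 14 were downregulated with at least 1 mimic. With miR-25 the list was split, with 7 genes upregulated and 11 downregulated, and the 95% interval of its median across genes, -0.55 to 0.46, includes 0. The 13 Hippo pathway genes had medians of -0.14, -0.14 and 0.03, at percentiles 8.21, 10.8 and 66.3, and 6 were downregulated with at least 1 mimic.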

**Fig. 5:**
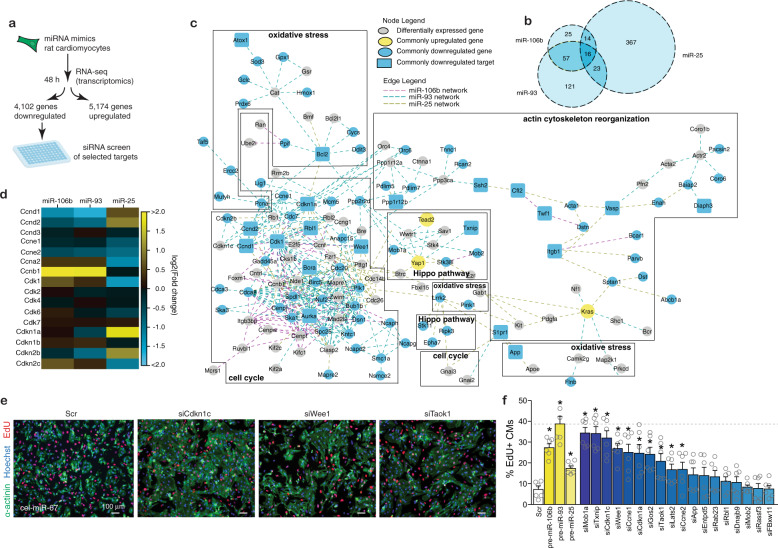
The *miR-106b~25* cluster suppresses cell cycle inhibitors. **a** Workflow for the experiment and miRNA target validation. **b** Venn diagram showing the relationship between the sets of downregulated genes with *miR-106b*, *miR-93,* or *miR-25* seed regions and a 1.3-fold change cut-off with respect to *cel-miR-67*. **c** A compartmentalized network of differentially expressed genes involved in cell cycle regulation. Each connection is color-coded according to the miRNA that regulates the differentially expressed gene (magenta for *miR-106b*, cyan for *miR-93* and dark yellow for *miR-25*). Genes indicated by blue circles are downregulated by at least one miRNA while downregulated genes shown in blue squares are found to be bioinformatic targets by at least 1 miRNA. Genes represented by yellow circles are upregulated genes by all three miRNAs. **d** Heatmap representation of cell cycle regulators differentially expressed by *miR-106b~25* relative to *cel-miR-67*. **e** EdU staining of rat CMs treated with selected siRNAs. **f** Percentage of proliferating rat CMs after siRNA treatment, mean ± s.e.m. represents *n* = 6 biologically independent wells examined over one independent experiment. *P < *0.05* vs corresponding control group (error bars are s.e.m.). Statistical analysis consisted of a two-tailed Student’s *t*-test (**f**). Source data are provided as a Source data file.

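Tead2 and Yap1, read as yellow circles in the network, were above the 1.3-fold cutoff with each mimic. The log2 fold change of Tead2 was 0.61 with miR-106b (95% exact interval 0.41 to 0.81), 0.77 with miR-93 (0.57 to 0.97) and 0.53 with miR-25 (0.32 to 0.73). Yap1 rose by 0.43 (0.29 to 0.57), 0.71 (0.57 to 0.85) and 0.88 (0.74 to 1.01) with the same mimics. Each of these intervals lies above 0. Across all genes, 371 were upregulated with all 3 mimics. Unchanged libraries sharing 1 control gave a median of 22.5 such genes from counting noise alone, 100 with an assumed variation of 10% between cultures and 555.5 with 20%, a spread larger than that between the miR-93 and miR-106b libraries.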

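Ccnb1, the gene of cyclin B, had an RPKM of 10.4 in the control library, 46.1 with miR-106b, 36.9 with miR-93 and 10.2 with miR-25, from 378, 2204, 1619 and 445 reads. Its log2 fold change was 2.15 with miR-106b (95% exact interval 1.99 to 2.31), 1.83 with miR-93 (1.67 to 2.00) and -0.03 with miR-25 (-0.23 to 0.17), so no difference between the miR-25 and control libraries was detectable for Ccnb1 at this depth. Ccna2, the gene of cyclin A, rose by 0.41 with miR-106b (0.28 to 0.54) and by 0.41 with miR-93 (0.28 to 0.55), and had a log2 fold change of -1.24 with miR-25 (-1.43 to -1.06). Of the cyclin D genes, Ccnd1 and Ccnd2 moved the other way, while Ccnd3 was at -0.10 with miR-106b, 0.07 with miR-93 and -0.13 with miR-25 (-0.22 to -0.05). Ccnd1 had log2 fold changes of -1.27 with miR-106b (-1.36 to -1.18), -1.69 with miR-93 (-1.79 to -1.59) and 0.61 with miR-25 (0.54 to 0.67), and Ccnd2 of -0.60 (-0.67 to -0.52), -0.89 (-0.97 to -0.81) and 0.99 (0.93 to 1.05). Of the cyclin E genes, Ccne2 was lower with each mimic, at -0.54 with miR-106b (-0.68 to -0.41), -0.66 with miR-93 (-0.80 to -0.51) and -0.92 with miR-25 (-1.07 to -0.76). For Ccne1 the change was -0.67 with miR-25 (-0.96 to -0.38), while the intervals with miR-106b (-0.44 to 0.08) and miR-93 (-0.39 to 0.13) include 0. Cdk1, the kinase that pairs with cyclins A and B, had log2 fold changes of 0.65 with miR-106b (0.55 to 0.76), 0.33 with miR-93 (0.22 to 0.44) and -1.41 with miR-25 (-1.56 to -1.26). For Cdk2, Cdk4 and Cdk7 the log2 fold changes lay between -0.12 and 0.18 with all mimics. Cdk6 was at 0.19 with miR-106b, -0.04 with miR-93 and -0.41 with miR-25 (-0.66 to -0.16), past the 1.3-fold cutoff with miR-25.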

*miR-106b* and *miR-93* had overlapping targets among the cyclins and cyclin-dependent kinases including Ccnb1 (cyclin B), Ccna2 (cyclin A), Ccnd1 and Ccnd2 (cyclin Ds) as well as Ccne2 (cyclin E), suggesting that these two miRNAs affected the G2-phase of the cell cycle (Fig. 5d). *miR-25* showed an upregulation of Ccnd1 and Ccnd2 (cyclin Ds) accompanied by a downregulation of Ccne1 and Ccne2 (cyclin E), Ccna2 (cyclin A) and Ccnb1 (cyclin B), suggesting that this miRNA affected the S-phase of the cell cycle (Fig. 5d). 

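Wee1 was lower with each mimic, with a log2 fold change of -0.64 with miR-106b (95% exact interval -0.78 to -0.50), -0.68 with miR-93 (-0.83 to -0.54) and -0.86 with miR-25 (-1.01 to -0.71). Cdkn1a was lower with miR-93, at -0.45 (-0.63 to -0.28), higher with miR-25, at 1.71 (1.58 to 1.85), and at 0.04 with miR-106b (-0.11 to 0.20), where no difference was detectable at this depth. Cdkn1c rose by 1.77 with miR-106b (1.47 to 2.09) and by 2.72 with miR-93 (2.42 to 3.02), and its change with miR-25 was 0.06 (-0.32 to 0.45). The transcript was scarce in the control library, with an RPKM of 1.5 from 105 reads, and with a pseudocount of 1 RPKM the rise was 1.29 with miR-106b and 2.12 with miR-93. E2f5 had log2 fold changes of -0.12 (-0.44 to 0.21), -0.06 (-0.39 to 0.27) and 0.18 (-0.14 to 0.49) with miR-106b, miR-93 and miR-25, and all these intervals include 0. Among the other inhibitors of Fig. 5d, Cdkn1b stayed between -0.07 and 0.30, Cdkn2b was at -0.24, -0.88 and 1.10, and Cdkn2c at 0.66, 0.30 and -1.10 with the same mimics.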

Apart from regulation of specific Cyclin/Cdk complexes, common targets among all members of the *miR-106b~25* cluster included various cell cycle inhibitors that act on various cell cycle phases, including Cdkn1a (cyclin-dependent kinase inhibitor 1a or p21^CIP1^), Cdkn1c (cyclin-dependent kinase inhibitor 1c or p57^KIP2^), the retinoblastoma transcriptional corepressor 1 (Rb1) inhibitor E2F5, and the G2 checkpoint kinase Wee1 (Fig. 5c, d).

We independently validated our results with an unbiased high-content screen in neonatal rat cardiomyocytes transfected with siRNAs against 18 miR-106b~25 targetome members to screen for their individual contribution to cardiomyocyte proliferation. The data demonstrate that treatment siRNAs against individual targetome members induced only a partial increase in CM proliferation compared to that observed with *miR-106b~25* overexpression, indicating that the effect of the miRNA cluster probably results from a cumulative effect on multiple, cellular mRNA targets (Fig. 5e, f). Finally, we identified perfect matches for the heptametrical seed sequence for the miRNAs in the 3′UTRs of E2F5 and Cdkn1c that showed evolutionary conservation among vertebrates (Supplementary Fig. 6a, c), validated the target genes using luciferase reporters harboring either the wild-type or site-directed mutagenesis of key nucleotides in the miRNA binding sites (Supplementary Fig. 6b, d), and finally demonstrated derepression of E2F5, Cdkn1c, Wee1 and Ccne1 protein expression in cultured cardiomyocytes transfected with an antimiR for *miR-106b*, *miR-25* or in hearts from *miR-106b~25* null mice by western blotting (Supplementary Fig. 6e–g).

Collectively, these data demonstrate that the *miR-106b~25* cluster regulates densely overlapping networks of genes involved in cell cycle regulation and a number of key cell cycle inhibitors, explaining the proliferative effects of this miRNA cluster.

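Lists of genes expressed in S phase and in G2/M, written before the data were examined, show the direction of each mimic's change over the cell cycle. The S phase list had a median log2 fold change of 0.22 with miR-106b over 41 genes, -0.03 with miR-93 over 41 genes and -0.86 with miR-25 over 40 genes. The G2/M list had medians of 0.68, 0.34 and -0.92 over 50 genes. Among 10000 random lists of the same size matched on mean expression, the S phase medians lay at percentiles 100, 34.7 and 0 and the G2/M medians at percentiles 100, 100 and 0, which describes these libraries. Past the 1.3-fold cutoff, 38 G2/M genes were upregulated and 1 downregulated with miR-106b, 24 and 2 with miR-93, and 3 and 40 with miR-25. In the S phase list 34 genes were downregulated with miR-25 and 1 upregulated. Fig. 5c or Fig. 5d holds 3 of the S phase genes and 11 of the G2/M genes, and without these the medians with miR-25 were -0.85 and -0.91.

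**Figure D1:**
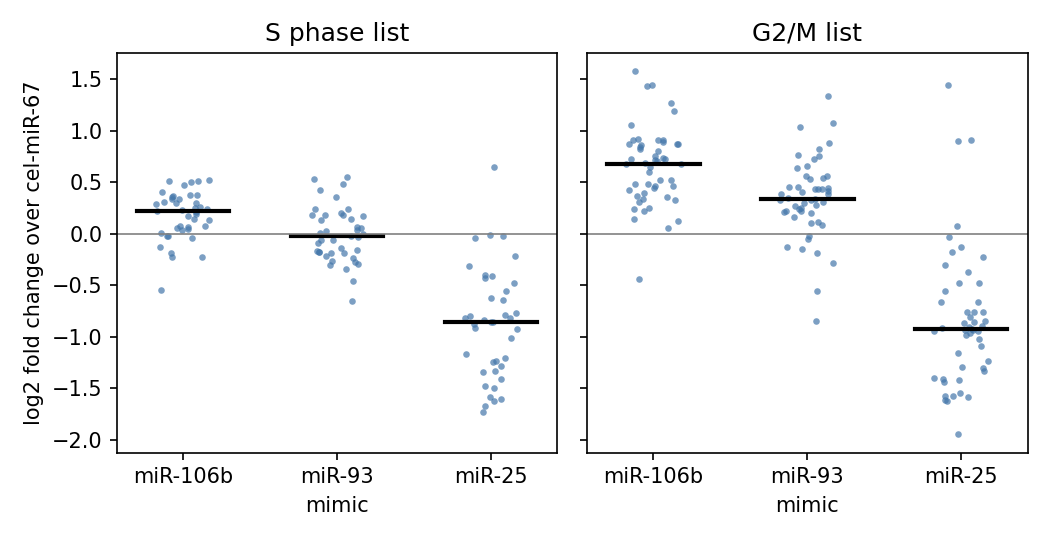
Log2 fold change over cel-miR-67 of each gene of the S phase list (left) and the G2/M list (right) with each mimic; each point is a gene, spread sideways for legibility, and the bar is the list's median. The G2/M median lies at 0.68 with miR-106b, 0.34 with miR-93 and -0.92 with miR-25.

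From the networks of differentially expressed genes and the cell cycle inhibitors among them, together with its siRNA, reporter and protein measurements, the paper concludes that the cluster acts on overlapping sets of cell cycle genes and that this accounts for its proliferative effects. Those effects were measured in the paper by EdU staining of cardiomyocytes, which rose with each mimic, miR-25 included. Proliferation was not measured in the sequenced libraries.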

### The *miR-106b~25* cluster stimulates post-infarction cardiac regeneration

The adult heart is characterized by a very poor regenerative potential. Given that the *miR-106b~25* cluster is higher expressed in the early postnatal phase and regulates cell cycle regulators and postnatal cardiomyocyte proliferation, we hypothesized that viral delivery of the miRNA cluster could potentially enhance post-infarction regeneration in the adult heart. To test this, adult CD1 mice underwent permanent ligation of left anterior descending (LAD) coronary artery to induce myocardial infarction (MI) and hearts were injected in the peri-infarcted area with AAV9-miR-106~25 or a control AAV9 vector (AAV-MCS) (Fig. 6a). This approach resulted in efficient overexpression of each miRNA over control expression levels after MI (Fig. 6b). At 3 weeks of MI, cross-sectioning hearts from ligation to base demonstrated that hearts injected with the control AAV9 vector displayed the typical large and thinned scarred infarct accompanied with severe biventricular dilation (Fig. 6c, d). In sharp contrast, hearts injected with AAV9-miR-106~25 demonstrated significantly reduced infarct size and preservation of viable LV tissue and cardiac geometry (Fig. 6c, d). The echocardiographic analysis demonstrated near complete normalization of LV mass (Table 3), LVPWd (Fig. 6e), LVIDs (Fig. 6f), LVEF (Fig. 6g) and other functional parameters (Table 3), and a reduction in “stress” marker genes (Supplementary Fig. 6h). Confocal microscopy revealed that mice that received AAV9-miR-106b~25 at three weeks displayed a significant number of EdU-positive cardiomyocyte nuclei in the infarct zone (Fig. 6h) with well-integrated cardiomyocytes within the myocardial structure indicative of active proliferation and regeneration following infarction.

**Fig. 6:**
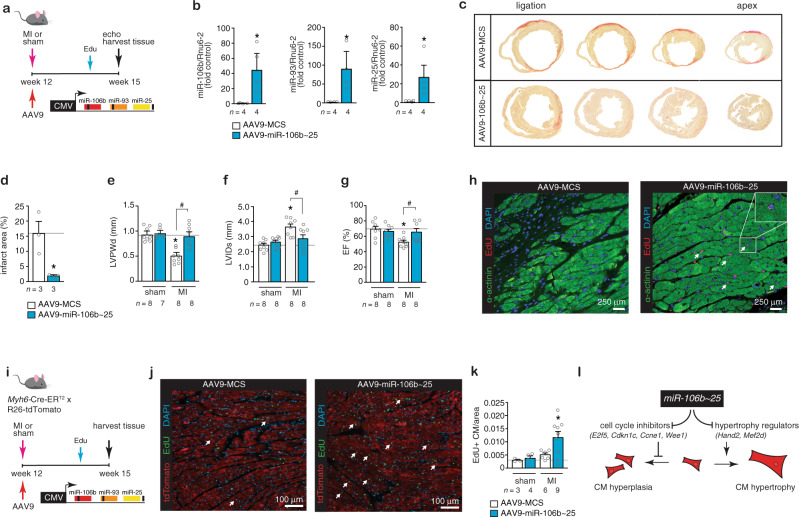
The *miR-106b~25* cluster evokes myocardial regeneration. **a** Design of the study. **b** Real-time PCR analysis of *miR-106b*, *miR-93* and *miR-25* abundance in infarcted hearts receiving AAV9-MCS or AAV9-miR-106b~25. **c** Representative images of Sirius Red-stained ventricular cross-sections from the point of ligation toward the apex of hearts post-MI, treated with AAV9-MCS or AAV9-miR-106b~25. **d** Quantification of the infarct area of the post-infarcted left ventricles from mice receiving AAV9-MCS or AAV9-miR-106b~25. Quantification of **e** LVPWd, **f** LVIDs, and **g** EF of mice that received AAV9-MCS or AAV9-miR-106b~25 after sham or MI surgery. **i** Representative images of the infarct border zone of mice treated with AAV9-MCS or AAV9-miR-106b~25 after MI surgery, and stained for α-actinin and EdU; *n* refers to the number of animals. **i** Design of the lineage tracing study. **j** TdTomato expression overlaps with 5-ethynyl-2’-deoxyuridine (EdU). **k** Quantification of TdTomato+, EdU+ CMs. **l** Schematic representation of the model. *P < *0.05* vs corresponding control group; ^#^*P* < *0.05* vs corresponding treatment group (error bars are s.e.m.). Statistical analysis consisted of a two-tailed Student’s *t*-test (**b**, **d**) or a One-way ANOVA followed by Dunnett multiple comparison test (**e**–**g**, **k**). Source data are provided as a Source data file.

**Table 3:** Morphometric and echocardiographic characteristics of mice subjected to sham or MI surgery and treated for 3 weeks with AAV9-MCS or AAV9-miR-106b~25.

	Sham		MI	
	AAV9-MCS	AAV9- miR-106~25	AAV9-MCS	AAV9- miR-106~25
*n*	8	8	8	8
BW (g)	22.8 ± 2.1	25.3 ± 2.0	23.8 ± 1.5	24.3 ± 1.7
LV mass (mg)	84 ± 3	90 ± 2	88 ± 5	107 ± 4*^#^
LV mass/BW (mg/g)	3.2 ± 0.2	3.8 ± 0.4	5.2 ± 0.4*	6.4 ± 1.0*
IVSd (mm)	0.79 ± 0.03	0.81 ± 0.02	0.75 ± 0.03	0.90 ± 0.03*^#^
IVSs (mm)	1.18 ± 0.05	1.23 ± 0.07	1.10 ± 0.04	1.40 ± 0.06*^#^
LVIDd (mm)	3.62 ± 0.07	3.78 ± 0.10	4.53 ± 0.19*	4.00 ± 0.02^#^
LVIDs (mm)	2.42 ± 0.13	2.56 ± 0.14	3.55 ± 0.20*	2.79 ± 0.26^#^
LVPWd (mm)	0.88 ± 0.03	0.86 ± 0.05	0.55 ± 0.05*	0.87 ± 0.10^#^
LVPWs (mm)	1.16 ± 0.05	1.21 ± 0.06	0.69 ± 0.07*	1.05 ± 0.13^#^
EF (%)	69 ± 4	67 ± 3	52 ± 2*	65 ± 4*^#^
FS (%)	33 ± 3	31 ± 2	22 ± 1*	31 ± 3*^#^

Data are expressed as means ± SEM.

*BW* body weight, *LV* left ventricular, *IVSd* interventricular septal thickness at end-diastole, *IVSs* interventricular septal thickness at end-systole, *LVIDd* left ventricular internal dimension at end-diastole, *LVIDs* left ventricular internal dimension at end-systole, *LVPwd* left ventricular posterior wall thickness at end-diastole, *LVPws* left ventricular posterior wall thickness at end-systole, *EF* ejection fraction, *FS* fractional shortening, *E/A* Doppler E/A ratio.

*Indicates *P* < 0.05 vs sham group subjected to treatment with a control antagomir.

^#^Indicates *P* < 0.05 vs experimental group.

Finally, we cross-bred tamoxifen-inducible genetic lineage-tracing Myh6-MerCreMer mice to a Rosa26 tdTomato reporter mice to permanently mark Myh6-expressing cells (i.e., cardiomyocytes) and follow the fate of their cellular descendants in vivo. Accordingly, adult Myh6-MCMR26tdTomato animals were treated with tamoxifen daily for 5 days to label cardiomyocytes with tdTomato. Next, Myh6-MCMR26tdTomato mice underwent permanent ligation of left anterior descending (LAD) coronary artery to induce MI and hearts were injected in the peri-infarcted area with AAV9-miR-106~25 or a control AAV9 vector. A week before sacrifice, all animals received Edu to mark nuclei that are in S phase of the cell cycle and we analyzed EdU+/tdTomato+ cells in tissue sections (Fig. 6i). As expected, tdTomato was exclusively expressed in cardiomyocytes. Importantly, the number of EdU+/tdTomato+ cells in post-infarcted hearts that received AAV9-miR-106~25 was doubled compared to post-infarcted hearts that received a control AAV9 vector. This genetic lineage tracing approach confirms that the AAV9-miR-106~25 vector stimulated the proliferation of pre-existing cardiomyocytes (Fig. 6i–k).

Conclusively, the *miR-106b~25* cluster, relatively high expressed in the early postnatal myocardium that still retains regenerative potential, directs networks of cell cycle regulators and stimulates proliferation of at least a subset of cardiomyocytes in vivo. In adulthood, the relative low cardiac expression of *miR-106b~25* sustains derepression of prohypertrophic cardiomyocyte gene programs that facilitate adverse remodeling in response to overload (Fig. 6l). Exploiting this endogenous regulator between cardiomyocyte hyperplasia and hypertrophy by viral gene delivery enhances the endogenous regenerative capacity of the mammalian myocardium.

## Discussion

Upon after birth, cardiomyocytes enter cell cycle arrest and become terminally differentiated accompanied by polyploidy and hypertrophy as the default growth response to overload or injury^7,27,28^. This terminally differentiated phenotype and reduced cellular plasticity makes the heart more vulnerable in situations when increased workload is required as it either triggers irreversible cell death or hypertrophy^29^, which often precipitates in heart failure, a serious clinical disorder that represents the primary cause of morbidity and hospitalization in Western societies.

Here we report on the evolutionarily conserved microRNA cluster that is highly expressed in the early postnatal myocardium and repressed in the adult heart in man and mouse under disease conditions. Remarkably, *miR-106b~25* deficient mice as well as mice receiving antagomirs for either *miR-106b*, *miR-93*, or *miR-25*, display spontaneous cardiomyocyte hypertrophy and eccentric remodeling, mechanistically explained by the derepression of prohypertrophic downstream targets, most notably the bHLH transcription factor *Hand2*^20^, as well as myocyte enhancer factor-2d (*Mef2d*), which serves as a terminal branch of stress signaling pathways that drive pathological cardiac remodeling^30^.

Overexpression of the *miR-106b~25* cluster, or the individual cluster members *miR-106b*, *miR-93,* or *miR-25*, by adeno-associated viral (AAV) vectors, stimulated cardiomyocyte proliferation, at least in a subset of cardiomyocytes, by targeting a network of genes with cell cycle regulatory functions including the key cell cycle inhibitors *E2f5*, *Cdkn1c*, *Ccne1*, and *Wee1*, positive cell cycle regulators that are abundantly expressed in the fetal and neonatal heart^31,32^. In the adult heart, cyclin-dependent kinase inhibitors, negative regulators of the cell cycle, are more prevalent^31,32^. In line, forced overexpression of cyclin D2, a positive regulator of the G1/S transition, induced DNA synthesis, and proliferation in mammalian cardiomyocytes^31,32^. Additionally, overexpression of cyclin A2, which promotes the G1/S and G2/M transitions, results in cardiomyocyte proliferation^33^, improved cardiac function after ischemic injury in mice^34^ and pigs^35^.

That members of the *miR-106b~25* cluster can evoke cardiomyocyte proliferation is confirmed by an unbiased, high-content screen to identify proliferative microRNAs^36^, while more recently, *miR-25* was demonstrated to provoke cardiomyocyte proliferation in zebrafish by repressing the cell cycle inhibitor *Cdknc1* and tumor suppressor *Lats2*^37^. Our results also revealed components of the Hippo/Yap pathway as *miR-106b~25* targetome members. Hippo signaling has been widely studied in the context of cardiac regeneration^38,39^. In line, embryonic overexpression of Yap in mice induces hyperproliferation of cardiomyocytes and severely disproportional ventricles and death^38,40,41^, while forced expression of Yap in the adult heart provokes cardiomyocyte cell cycle re-entry and regeneration postinfarction injury^40,42^. However, unrestrained Yap activation may also display unwanted effects in pressure overloaded hearts due to cardiomyocyte dedifferentiation^43^.

Interestingly, contradicting effects of *miR-25* in the rodent heart have been reported. Some reports indicate that inhibition of *miR-25* expression can lead to derepression of the target gene *Serca2a* and improve cardiac function^44^, and others report protection against oxidative stress or apoptosis induced by sepsis^45,46^. In contrast, others report that overexpression of *miR-25* is innocuous and induces proliferation by altering cell cycle genes in zebrafish^37^, while here we report cardiac enlargement secondary to enhanced cardiomyocyte proliferation, which at first sight could be misinterpreted as a pathological phenotype. From a therapeutic perspective, *miR-25* loss-of-function approaches have also shown disparate results from improving contractility on the one side^44^, or inducing high blood pressure^47^, atrial fibrillation^48^, eccentric remodeling, and dysfunction^20,47^, on the other. It should be noted that distinct chemistries of antisense oligonucleotides can show quite different specificity or even cause side-effects that may explain the opposing observations^49,50^. To avoid the uncertainty surrounding the use of oligonucleotide chemistries, here we resorted to an unequivocal gene deletion strategy where *miR-106b~25* null mice display pathological cardiomyocyte hypertrophy, fibrosis, cardiac dilation and dysfunction, phenotypes that were recapitulated when silencing the individual cluster members with a 2′Ome antisense chemistry. Using the same gene deletion approach, *miR-106b~25* knockout mice show enhanced paroxysmal atrial fibrillation related to disruption of a paired-like homeodomain transcription factor 2 homeobox gene (*Pitx2*) driven mechanism that controls the expression of the *miR-17~92* and miR-106b~25 clusters^51^. In line, *Pitx2* lies in close proximity to a major atrial fibrillation susceptibility locus on human chromosome 4q25 identified in genome-wide association studies^52^. Taken together, exceptional scrutiny should be considered when designing silencing strategies to therapeutically intervene in *miR-25* expression in heart disease.

The combined observations in this study suggest a model whereby defined orchestration of cell cycle regulators underlies the developmental cell cycle arrest of postnatal cardiomyocytes. Moreover, the characteristics of *miR-106b~25* expression in this developmental time frame and its targetome provides a mechanistic explanation for cell cycle exit toward the acquirement of the terminally differentiated phenotype. Hence, when *miR-106b~25* expression is higher, as is the case in the early postnatal heart, cell cycle inhibitors including *E2f5*, *Cdkn1c*, *Ccne1* and *Wee1* are actively suppressed resulting in a proliferative state and cardiomyocyte hyperplasia, while differentiation programs elicited by *Hand2* and *Mef2d* are suppressed. Vice versa, in the overloaded or injured adult heart when *miR-106b~25* expression is lower, cell cycle re-entry is actively suppressed by the derepression of cell cycle inhibitors, and a prohypertrophic terminal differentiation program is promoted. Taking advantage of the regulatory function between cardiomyocyte hyperplasia and hypertrophy by viral gene delivery of *miR-106b~25* produced regeneration of the adult myocardium in response to chronic ischemic injury. Our data demonstrate that exploitation of conserved epigenetic molecular programs can enhance the regenerative capacity of the injured myocardium.

## Methods

### Human heart samples

Approval for studies on human tissue samples was obtained from the Medical Ethics Committee of the University Medical Center Utrecht, The Netherlands, and by the Ethical Committee of the University Hospital Hamburg, Germany (Az. 532/116/9.7.1991). All patients or their relatives gave written informed consent before operation. In this study, we included tissue from the left ventricular free wall of patients with end-stage heart failure secondary to ischemic heart disease. Control tissue was taken from the left ventricular free wall of refused donor hearts. Failing hearts were also obtained from patients undergoing heart transplantation because of terminal heart failure. Non-failing donor hearts that could not be transplanted for technical reasons were used for comparison. The donor patient histories did not reveal any signs of heart disease.

### Mouse models

Mice homozygous null for the mirc3 cluster (*miR-106b~25*) located in intron 13 of the *Mcm7* (minichromosome maintenance complex component 7) gene were generated previously^21^, obtained from the Jackson Laboratory (Mirc3tm1.1Tyj/J, Stock No: 008460) and maintained in a B6SV129F1 background. Both male and female *miR-106b~25* null mice of 3–6 months of age were used in this study. Other mice used in this study were 3–6-month-old male calcineurin transgenic mice in a B6SV129F1 background expressing an activated mutant of calcineurin in the postnatal heart under control of the 5.5 kb murine *myh6* promoter (MHC-CnA)^53^; male and female CD1 wild-type mice ranging between postnatal (p) day 0 and p56; male and female B6SV129F1 wild-type mice of 3–6 months of age (Charles River Laboratories). Cre-responsive Rosa26-TdTomato (R26-TdT) reporter mice^54^ were crossbred with *Myh6*-mER-Cre-mER mice^55^ to generate *Myh6*-mER-Cre-mER R26-TdT mice in a B6SV129F1 background and both male and female mice of 3–6 months of age were used. Tamoxifen dissolved in corn oil was administered prior to myocardial infarction (20 mg/kg). All animal studies were performed in accordance with local institutional guidelines and regulations and were approved by the animal review committee of Medanex Inc., the International Centre for Genetic Engineering and Biotechnology (ICGEB) and the University of Minnesota. Sample size was determined by a power calculation based upon an echocardiographic effect size. Randomization of subjects to experimental groups was based on a single sequence of random assignments. Animal caretakers blinded investigators to group allocation during the experiment and/or when assessing the outcome.

### Production of recombinant AAV vectors

The precursors of *mmu-miR-106b*, *mmu-miR-93*, and *mmu-miR-25* plus upstream and downstream flanking region sequences (total approximately 200 base pairs) were amplified from mouse genomic DNA isolated from a wild-type CD1 mouse heart, using QIAamp DNA mini kit (Qiagen), according to the manufacturer’s instructions. The primers used to amplify the precursor sequences were: forward primer: 5′-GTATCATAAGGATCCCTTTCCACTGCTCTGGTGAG-3′ and reverse primer: 3′-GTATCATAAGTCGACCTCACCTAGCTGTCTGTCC-5′. The amplified sequences were cloned into the pZac2.1 vector (Gene Therapy Program, Penn Vector core, University of Pennsylvania, USA) using the restriction enzymes BamH I and Sal I. Recombinant AAV serotype 9 vectors were generated at the AAV Vector Unit of ICGEB, Trieste (Italy), as described previously^36^. CD1 mice at postnatal day 1 were intraperitoneal injected with an empty AAV9 vector (AAV9-MCS; multiple cloning site, negative control) or AAV9-miR-106b~25 at a dose of 1 × 10^11^ viral genome particles per animal, using an insulin syringe with 30-gauge needle. 12 days after injection, the hearts were collected for histological analysis.

### Aortic banding, myocardial infarction, AAV9 delivery, and transthoracic echocardiography

Transverse aortic constriction (TAC) or sham surgery was performed in 2–6 month-old B6SV129F1 mice by subjecting the aorta to a defined 27 gauge constriction between the first and second truncus of the aortic arch as described previously^56,57^. Myocardial infarction (MI) was produced in 2–6 month-old CD1 mice by permanent left anterior descending (LAD) coronary artery ligation^36^. Briefly, mice were anesthetized with an intraperitoneally injection of ketamine and xylazine, endotracheally intubated, and placed on a rodent ventilator. Body temperature was maintained at 37 °C on a heating pad. The beating heart was accessed via a left thoracotomy. After removing the pericardium, a descending branch of the LAD coronary artery was visualized with a stereomicroscope (Leica) and occluded with a nylon suture. Ligation was confirmed by the whitening of a region of the left ventricle, immediately post-ligation. Immediately after MI surgery, adult mice received an intracardiac injection of AAV9 vectors (AAV9-MCS or AAV9-miR-106b~25) at a dose of 1 × 10^11^ viral genome particles per animal. 5-ethynyl-2′-deoxyuridine (EdU, Life Technologies) was administered intraperitoneally (500 µg per animal) every 2 days, for a period of 10 days. For Doppler-echocardiography, mice were shaved and lightly anaesthetized with isoflurane (mean 3% in oxygen) and allowed to breathe spontaneously via a nasal cone. Non-invasive, echocardiographic parameters were measured using a RMV707B (15–45 MHz) scan-head interfaced with a Vevo-770 high frequency ultrasound system (VisualSonics). Long-axis ECG-triggered cine loops of the left ventricular (LV) contraction cycle were obtained in B-mode to assess end-diastolic/systolic volume. Short-axis recordings of the LV contraction cycle were taken in M-mode to assess wall thickness of the anterior/posterior wall at the mid-papillary level. Doppler was used to determine the ratio between early (E) and late (A) ventricular filling velocity (E/A ratio) and to calculate the pressure gradient between the proximal and distal sites of the transverse aortic constriction and only mice with a pressure gradient >50 mm Hg were included. From B-mode recordings, LV length from basis to apex, LV internal diameter in systole (LVIDs) and diastole (LVIDd) were determined. From M-mode recordings, LV posterior wall thickness in systole (LV PWs) and diastole (LV PWd) were determined. LV mass was calculated with the following formula: (0.8*(1.04*(((LVIDd + LV PWd + IVSd)^3)−((LVIDd)^3)) + 0.6); fractional shortening (FS) was calculated with the following formula: (LVIDd−LVIDs)/LVIDd * 100). Ejection fraction (EF) was calculated as ((SV/Vd) * 100) with Vs, systolic volume (3,1416*(LVIDs^3)/6), Vd, diastolic volume (3,1416*(LVIDd^3)/6), and SV, stroke volume (Vd-Vs)^57^.

### Fluorescent fluorescence activated cell sorting (FACS)

Neonatal CD1 mice at age p1 randomly received AAV9-MCS or AAV9-miR106b~25. After 10 days, all mice we administered a single EdU injection and 2 days later cardiomyocytes were isolated and fixed using 4% PFA. Next, cells were permeabilized using 0.1% Triton-X and incubated for 2 h at room temperature with mouse monoclonal antibody [EA-53] to sarcomeric alpha-actinin (1:100, Abcam ab9465), followed by an incubation of 1 h with goat anti-mouse IgG secondary antibody Alexa Fluor-488 conjugated (1:100, ThermoFisher A-11001). Next, cells were further processed using the Click-IT EdU 647 Imaging kit to reveal EdU incorporation, according to the manufacturer’s instructions, and stained with Hoechst 33342 (Life Technologies). Acquisition and analysis was performed on a BD FACSCelesta cell analyser. Analysis was performed using FACSDiva Version 6.1.3.

### Histological analysis and (immunofluorescence) microscopy

Hearts were arrested in diastole, perfusion fixed with 4% paraformaldehyde/PBS solution, embedded in paraffin and sectioned at 4 μm. Paraffin sections were stained with hematoxylin and eosin (H&E) for routine histological analysis; Sirius Red for the detection of fibrillar collagen; and FITC-labeled rabbit polyclonal antibody against wheat-germ-agglutinin (WGA) to visualize and quantify the myocyte cross-sectional area (1:100, Sigma Aldrich T4144). Cell surface areas and fibrotic areas were determined using ImageJ imaging software (http://rsb.info.nih.gov/ij/). For immunofluorescence, paraffin sections were deparaffinized, rehydrated, and permeabilized with 0.5% Triton X-100/PBS, followed by overnight incubation at 4 °C in 1% BSA with primary antibodies: mouse monoclonal antibody [EA-53] to sarcomeric alpha-actinin (1:100, Abcam ab9465), rabbit polyclonal anti-phospho-Histone H3 (Ser10) (1:100, Sigma-Millipore 06–570), rabbit polyclonal anti-Aurora B (1:100, Abcam ab2254). Next, sections were washed with PBS and incubated for 2 h with goat anti-Mouse IgG Secondary Antibody Alexa Fluor-488 conjugated (1:100, ThermoFisher A-11001), donkey anti-rabbit IgG secondary antibody Alexa Fluor-555 conjugated (1:100, ThermoFisher A32794) or goat anti-mouse IgG secondary antibody Alexa Fluor-647 conjugated (1:100, Thermofisher A32728). For Edu staining sections were processed with the Click-IT EdU 555 Imaging kit to according the manufacturer’s instructions. The nuclear counter-staining was performed with Hoechst 33342 (Life Technologies) and slides were then mounted in Vectashield (Vector Labs). Slides were visualized using a Zeiss Axioskop 2Plus with an AxioCamHRc.

### Quantification of cardiomyocytes and binucleation

Procedures were described in detail previously^24,26^. Hearts were injected with 4 M KCl in the LV for cardioplegia, cut into 1–2 mm pieces and transferred to a peel-a-way embedding mold containing pre-warmed 8% gelatin in DPBS at 37 °C. Tissue was frozen using dry-ice chilled isopentane and stored at −80 °C. Forty μm sections were prepared using a cryostat and placed on positively charged glass slides, allowed to dry for 30 min at room temperature (RT). Cryosections were incubated for 40 min in pre-heated DPBS at 37 °C to remove the gelatin, fixed using 4% formaldehyde in DPBS for 15 min at RT, washed twice in 3% bovine serum albumin (BSA) in DPBS for 5 min and then permeabilized with 1% Triton X-100 for 25 min at RT. Sections were incubated with EdU reaction buffer and washed 5 times in DPBS for 3 min. Blocking was done by incubating the tissue with 4% fetal bovine serum (FBS) in 1% BSA in DPBS for 1 h at RT, prior to incubation with rabbit polyclonal anti-PCM-1 antibody (0.4 mg/μl in blocking solution, Sigma-Aldrich HPA023370) overnight, at 4 °C, followed by incubation with goat anti-rabbit IgG secondary antibody Alexa Fluor-488 conjugated (4 mg/μl in blocking solution, ThermoFisher A32731) for 3 h. Cell membranes were stained and nuclei counterstained by incubating the sections with wheat germ agglutinin (WGA) (50 μg/ml) and 4′,6′-diamino-2-fenil-indol (DAPI) (10 μg/ml) for 1 h at RT, respectively, and mounted in fluoroshield mounting media without DAPI and slides sealed using nail polish. Images of LV fragments were produced in a Leica SP8 STED laser scanning confocal microscope. PCM-1 signal was used to define the beginning and ending of Z-Stack, which varied depending on the penetrance of the PCM-1 antibody. Images were composed of an average number of 40–50 stacks, corresponding to a thickness of 20–25 μm. Five images, from different fragments, were collected per heart. After image acquisition, images were quantified with assistance of FIJI and IMARIS. PCM-1+, EdU+ cells were considered when there was an overlap between PCM-1 (green), EdU (red) and DAPI (blue). Cardiomyocyte density and binucleation were determined for each individual heart by averaging the result obtained in the different fragments. The average number of nuclei per cardiomyocyte was calculated using the formula: average CM nuclei number = 2 × (% binucleation) + 1 × (% mononucleation).

### Western blot analysis

Whole tissue or cell lysates were produced in 150 mM NaCl, 50 mM Tris-HCl, 5 mM EDTA, 50 mM NaF, 1% Igepal™, 0,05 % SDS, 40 mM β-glycerophosphate, 10 mM Na-pyrophosphate, PhosSTOP- and Protease inhibitor cocktail (Roche Applied Science). Samples were boiled in 4x Leammli buffer, including 2% β-mercaptoethanol, for 5 min at 95 °C. SDS-PAGE and western blotting were performed using the Mini-PROTEAN 3 system (Biorad). Blotted membranes were blocked in 5% BSA/TBS-Tween. Primary antibody labeling was performed overnight at 4 °C at a concentration of 2 µg IgG per 7 mL blocking buffer. Antibodies used included were: rabbit polyclonal antibody anti-p57 (H-91) (1:500, SantaCruz sc-8298), rabbit polyclonal antibody anti-E2f5 (1:500, Abcam ab22855), rabbit polyclonal antibody anti-E2F5 (E-19) (1:500, SantaCruz sc-999), rabbit monoclonal antibody anti-Cyclin E1 (D7T3U) (1:500, Cell Signaling Technology #20808), rabbit polyclonal antibody anti-Wee1 (1:500, Cell Signaling Technology #4936), rabbit polyclonal antibody anti-Mef2d (1:500, Abcam ab104515), mouse monoclonal anti-GAPDH (1:5000, Millipore, MAB374 clone 6C5), mouse monoclonal anti-alpha-Tubulin (1:5000, Sigma-Aldrich T6074) rabbit polyclonal anti-Histone H3 (1:5000, Cell Signaling Technology 9715S) and the secondary polyclonal swine anti-rabbit immunoglobulins/HRP (1:10,000, DAKO P0399) and polyclonal rabbit anti-mouse immunoglobulins/HRP (1:10,000, DAKO P0161). Secondary HRP conjugated antibodies were applied for 1 h at room temperature. Following antibody incubation, blots were washed for 3 × 10 min in TBS-Tween. Images were generated using Supersignal West Dura Extended Duration ECL Substrate (Pierce) and the LAS-3000 documentation system (FujiFilm Life Science). Stripping was performed with Restore Western blot stripping buffer (Pierce). Output intensities were normalized for loading.

### Quantitative PCR

Total RNA (1 μg) was extracted using miRNeasy Mini Kit (Qiagen) and applied to either miR-based or mRNA based reverse transcription. For miR-based reverse transcription, total RNA was reverse transcribed using miRCURY LNA Universal cDNA synthesis kit (Exiqon) followed by Real-time PCR using predesigned miRCURY LNA PCR primer sets (Exiqon) and miRCURY LNA SYBR Green master mix, according to the manufacturer’s instructions^57^. Expression was normalized to expression levels of 5S rRNA. For mRNA-based reverse transcription, total RNA was reverse transcribed using hexameric random primers. The housekeeping gene ribosomal protein L7 (RPL7) was used for normalization. Fold changes were determined using the 2^−ΔΔCT^ method. Real-time PCR primer sequences used in the study are listed in Supplementary Table 1.

### Primary cardiomyocyte cultures and transfections

Cardiomyocyte cultures were isolated by enzymatic dissociation of 1 day-old neonatal rat hearts and processed for immunofluorescence as described previously^58^. Neonatal cardiomyocytes were seeded on Primaria 384-well plates (for microscopy) or in Primaria 10 cm dishes (for western blotting) and one day later, cells were transfected with mimics (Life Technologies) of *hsa-miR-106b-5p*, *hsa-miR-93-5p*, *hsa-miR-25-3p* or *cel-miR-67* as control (25 mM) using (Lipofectamine RNAiMAX, Life Technologies). Twenty-four hours after transfection, culture medium was replaced by fresh medium; and 52 h after plating 5 µM 5-ethynyl-2′-deoxyuridine (EdU, Life Technologies) was added for 20 h. For siRNA transfection, selected siRNAs (Dharmacon) at a final concentration of 50 nM were transfected in cardiomyocytes seeded at 7.5 × 10^3^ cells per well in collagen-coated black clear-bottom 384-well plates (PerkinElmer)^36^. Cells were fixed at 72 h after plating and processed for immunofluorescence.

### Immunofluorescence and image acquisition of cardiomyocytes

Cells were fixed with 4% paraformaldehyde for 15 min, permeabilized with 0.5% Triton X-100 in phosphate-buffered saline (PBS) solution for 10 min, followed by 30 min blocking in 1% BSA (Roche). Cells were stained overnight at 4 °C with mouse monoclonal antibody [EA-53] to sarcomeric alpha-actinin (1:100, Abcam ab9465), followed by a goat anti-mouse IgG secondary antibody Alexa Fluor-488 conjugated (1:100, ThermoFisher A-11001). Next, cells were further processed using the Click-IT EdU 555 Imaging kit to reveal EdU incorporation, according to the manufacturer’s instructions, and stained with Hoechst 33342 (Life Technologies). Image acquisition was performed using an ImageXpress Micro automated high-content screening fluorescence microscope at 10x magnification; a total of 16 images were acquired per wavelength, well and replicate, corresponding to ~2500 cells analyzed per condition. Image analysis was performed using the ‘Multi-Wavelenght Cell Scoring’ application module implemented in MetaXpress software (Molecular Devices)^36^. Proliferating cardiomyocytes were identified by a positive signal for the proliferation marker EdU and a positive signal for sarcomeric α-actinin.

### Luciferase-reporter assays

Constructs bearing 309 bp of murine E2f5 3′UTR (pMIR-E2f5), 591 bp of murine Cdkn1a 3′UTR (pMIR- Cdkn1a), 625 bp of murine Cdkn1c 3′UTR (pMIR- Cdkn1c) and 656 bp of murine Mef2d 3′UTR (pMIR-Mef2d) were subcloned into the pmirGLO Dual-Luciferase miRNA Target Expression Vector (Promega). Correspondent seed-sequence mutated Dual-pMIR-report plasmids were obtained using the QuikChange XL Site-Directed Mutagenesis Kit (Agilent Technologies). Low-passage COS7 cells were grown in DMEM (Invitrogen) supplemented with 10% FCS and seeded (2.5 × 10^4^) in 48-well plates and transfected at 50–60% confluence with a total of 100 ng Dual-pMIR-report plasmids using X-tremeGENE 9 DNA Transfection Reagent (Roche), followed by transfection with mimics (Life Technologies) of *hsa-miR-106b-5p*, *hsa-miR-93-5p*, *hsa-miR-25-3p* or *cel-miR-67* as control (25 mM) using Oligofectamine (Invitrogen). Firefly and Renilla luciferase activities were measured using the Dual Luciferase Reporter Assay System (Promega), according to the manufacturer’s instructions.

### Transcriptomic analysis and clustering of fold change expression

Deep-sequencing of total RNA isolated from neonatal rat cardiomyocyte cultures was performed 72 h after transfection of mimics (Life Technologies) of *hsa-miR-106b-5p*, *hsa-miR-93-5p*, *hsa-miR-25-3p*, or *cel-miR-67* as control (25 mM) by IGA Technology Services (Italy)^36^. RNA purity, integrity and concentration were determined using an Agilent 2100 Bioanalyzer (Agilent Technologies). Only RNAs with a RIN value > 7 and an rRNA 28 S/18 S ratio > 2 were considered for sample preparation. Two μg of total RNA per sample was sequenced on an Illumina HiSeq2000. Two lanes in 7-plex were run obtaining 2 millions of single-reads per sample, 50-bp long. Real-time image analysis, base calling, de-multiplexing, and production of FASTQ sequence files were performed on the HiSeq2000 instrument using the HiSeq Software. Raw sequence files were quality checked using FASTQC software (www.bioinformatics.babraham.ac.uk/projects/fastqc) and trimmed to remove Illumina adaptor using Cutadapt software. The raw sequencing reads were then mapped to Ensembl Rattus norvegicus reference genome (GCA_000001895.4 Rnor 6.0.89.6)^59^ using STAR software. Rounded gene counts were normalized to RPKM (reads per kilobase of exon model per million mapped reads) using the rpkm function in the Bioconductor package edgeR^60^. Genes with RPKM values greater than 2.00 in both miRNA and cel-miR-67 transfected rat CMs were considered as expressed genes. Fold changes were taken with respect to the expression upon *cel-miR-67* transfection. Genes whose expression fold change were greater than 1.3 were considered as differentially expressed. The complete RNA-seq data sets from this study were deposited at the Gene Expression Omnibus (GEO) with accession number GSE178867.

### Bioinformatics analyses: clustering of fold change expression; pathway enrichment analysis; target predictions; network analyses

The Pearson correlation between the log2-fold changes for all pairs of miRNA were calculated. 

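Across the 10984 genes with RPKM above 1.0 in all 4 libraries, Pearson's r between log2 fold changes was 0.761 for miR-106b and miR-93, 0.156 for miR-106b and miR-25, and 0.214 for miR-93 and miR-25. These are the only 3 pairs, and r is taken across genes, which are not independent replicates. The log2 fold changes share the control library, so r is above 0 without any effect. In simulated unchanged libraries with counting noise alone, the median r was 0.555, 0.554 and 0.545 for the same pairs, and with an assumed variation of 20% between cultures it was 0.505, 0.505 and 0.503. The observed r was above these values for miR-106b and miR-93 and below them for both pairs with miR-25. The simulation gave the control and the mimic libraries the same variation between cultures. It does not show what r would be if the control varied more or less than the mimic libraries, which was not measured. A correlation of ranks (Spearman) gave 0.735 for miR-106b and miR-93 and was the setting that moved this pair most.

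**Figure D2:**
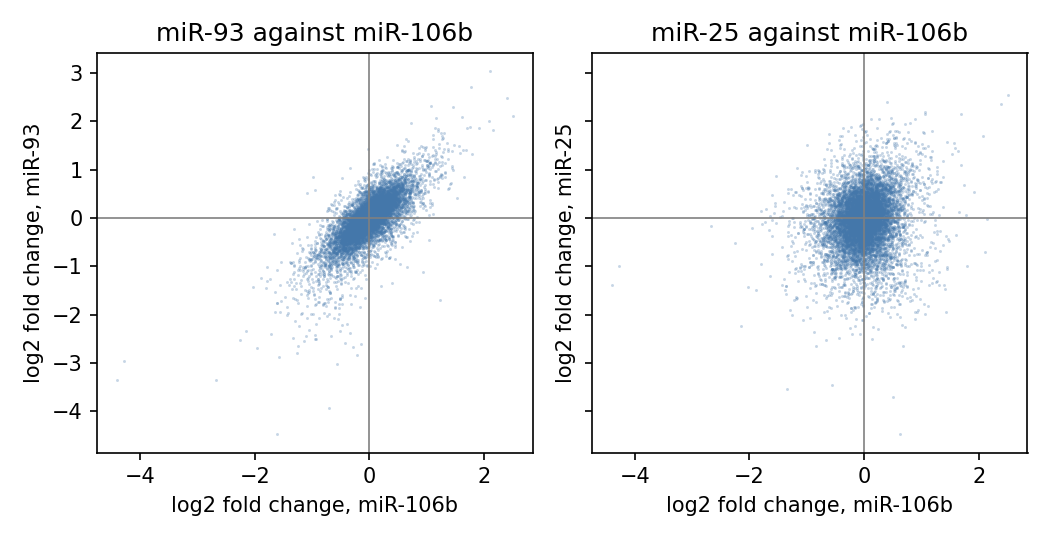
Log2 fold change over cel-miR-67 of each gene with miR-93 (left) and with miR-25 (right), plotted against its log2 fold change with miR-106b; each point is 1 of 10984 genes. The points follow a rising diagonal for miR-93 (r = 0.761) and spread with little slope for miR-25 (r = 0.156).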

Clustering was performed hierarchically using the average linkage criterion with a Euclidean distance metric as implemented in SciPy v0.18.1 (http://www.scipy.org). A dendrogram was then generated using the SciPy clustering package to visualize the arrangement of the resulting cluster. Statistically enriched pathways from the set of differentially expressed genes were determined using a hypergeometric distribution-based statistical method as implemented in the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resources 6.8. The calculated *P*-values were then corrected according to Benjamini-Hochberg procedure to control the false discovery rates arising from multiple testing. KEGG pathways with *P* < 0.01 and Benjamini–Hochberg FDR < 0.05 are considered as statistically significant. Since bioinformatic predictions of seed sequence interactions with rat transcripts are not available, we compiled a list of rat miRNA-gene interactions from mouse predictions. Predicted mouse gene targets of the seed sequences (corresponding to miRNA families) of miRNAs that belong to the *miR-106b~25* cluster were collected from TargetScanMouse Release 7.1. The scores were calculated to be the most efficient interaction between a mouse gene and a human miRNA in a given miRNA family as determined by the seed sequence. The mouse genes were then translated to its corresponding rat genes through homology using the HomoloGene database. The list of miRNA-gene interactions was filtered to only include genes that were downregulated by the miRNA upon transfection to CMs according to the transcriptomic data (397 downregulated bioinformatic targets by *miR-106b*, 429 by *miR-93* and 358 by *miR-25*). A bioinformatic protein-protein interaction network was derived from STRING database v10.5, which integrates and scores protein interactions across different evidence channels (conserved neighborhood, co-occurrence, fusion, co-expression, experiments, databases, and text mining) and combines the scores from these channels. Only those interactions solely involving rat proteins were considered. To obtain a high confidence interaction network, a cut-off score of 700 (out of 1000) on the combined score was imposed. For each miRNA, a subnetwork was extracted containing only the differentially expressed genes upon imposing a 1.3-fold-change cut-off and the genes of interest in this study. These subnetworks were then merged into a single multi-network wherein the gene components can now be connected by three interactions, one for each miRNA. To further elucidate the multi-network, we cataloged the set of genes that are involved to biological processes of interest using the EMBL annotations of gene ontologies. These biological processes include cell division (*GO:0051301* and *GO:0000086*) with 212 annotated genes, actin cytoskeleton (*GO:0015629*, *GO:0030036*, *GO:0031532*, and *GO:0008154*) with 345 annotated genes and oxidative stress response (GO:0006979) with 143 annotated genes. Furthermore, knowing the importance of the Hippo signaling pathway in cardiomyocyte proliferation, we also cataloged the set of genes involved in the canonical^61^ (19 genes) and non-canonical^62^ (21 genes) pathways in which Yap can be phosphorylated. These gene sets were then used to extract a compartmentalized network of genes that are differentially expressed after transfection of the *miR-106b~25* cluster whose interactions can lead to cytokinesis. Network analysis was done using the NetworkX v1.11 package in Python while graph visualization was done using Cytoscape v3.4.0.

### Statistics and reproducibility

Results shown for images or blots were repeated independently at least once with similar results. The results are presented as mean ± standard error of the mean (SEM). Statistical approaches for bioinformatics analyses are described above. All other statistical analyses were performed using Prism software (GraphPad Software Inc.), and consisted of One-way ANOVA followed by Dunnet’s multiple comparison test when group differences were detected at the 5% significance level, or Student’s *t*-test when comparing two experimental groups. Differences were considered significant when *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information File

Peer Review File

Reporting Summary

## Data Availability

The data that support the findings in this study are available within the article and its Supplementary information files. Raw and processed RNAseq data generated in this study have been deposited at the GEO database under accession code: GSE178867. Published resources evaluated included HomoloGene NCBI database (https://www.ncbi.nlm.nih.gov/homologene) and STRING (https://string-db.org/). Any remaining raw data will be available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: A microRNA program regulates the balance between cardiomyocyte hyperplasia and hypertrophy and stimulates cardiac regeneration
**Source:** Nat Commun. 2021 Aug 10;12:4808. doi: 10.1038/s41467-021-25211-4
**Supplement:** Supplementary file 1 — Supplementary Information File

# ***A microRNA program regulates the balance between cardiomyocyte hyperplasia and hypertrophy and stimulates cardiac regeneration***

<sup>1</sup> Andrea Raso; <sup>1</sup> Ellen Dirkx; <sup>1,2</sup> Vasco Sampaio-Pinto; <sup>1,3</sup> Hamid el Azzouzi; <sup>4,5</sup> Ryan J. Cubero; <sup>6</sup> Daniel W. Sorensen; <sup>1</sup> Lara Ottaviani; <sup>1</sup> Servé Olieslagers; <sup>7</sup> Manon M. Huibers; <sup>7</sup> Roel de Weger; <sup>8</sup> Sailay Siddiqi; <sup>9</sup> Silvia Moimas; <sup>9</sup> Consuelo Torrini; <sup>9</sup> Lorena Zentillin; <sup>9</sup> Luca Braga; <sup>2</sup> Diana S. Nascimento; <sup>1,10</sup> Paula A. da Costa Martins; <sup>6</sup> Jop H. van Berlo; <sup>8</sup> Serena Zacchigna; <sup>9,11</sup> Mauro Giacca and <sup>1</sup> Leon J. De Windt\*

A.R. and E.D. contributed equally to this work

**Supplementary Figures 1-6**  
**Supplementary Table 1**

## Supplementary Figures

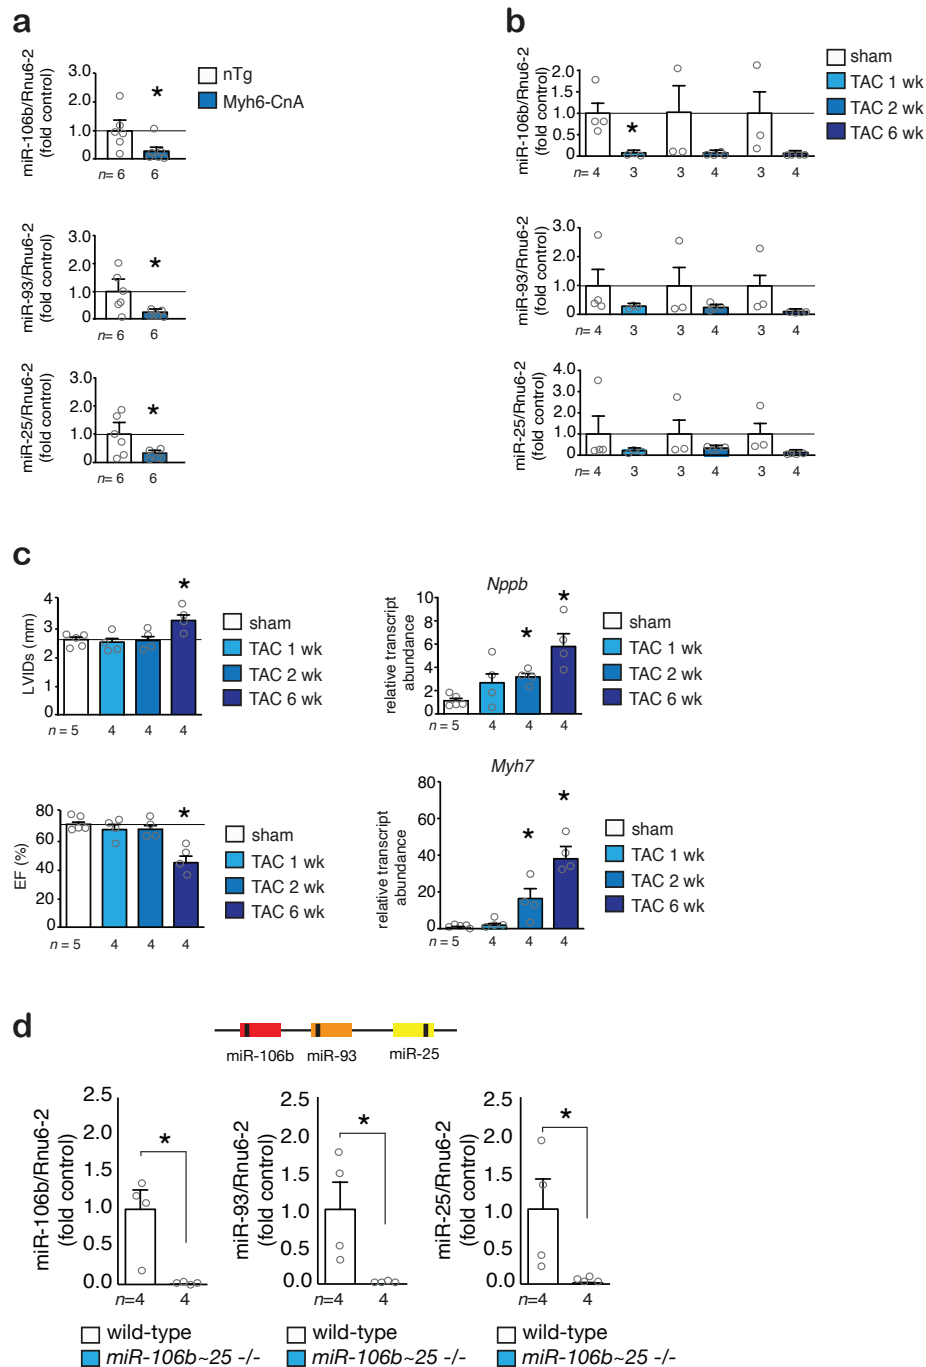

**Supplementary Figure 1 | *miR-106b~25* cluster expression.** (a) Real-time PCR analysis of *miR-106b*, *miR-93* and *miR-25* abundance in hearts from non-transgenic (nTg) or Myh6-CnA transgenic mice or in (b) mice subjected to transverse aortic constriction (TAC) for 1, 2 or 6 weeks. (c) Indices of cardiac dilation (LVIDs), function (EF) and expression of *Nppb* and *Myh7* in mice subjected to TAC for 1, 2 or 6 weeks. (d) Real-time PCR analysis of *miR-106b*, *miR-93* and *miR-25* abundance in hearts of wild-type (WT) or *miR-106b~25* null mice, *n* refers to the number of hearts. \**P* < 0.05 vs corresponding control group (error bars are s.e.m.). Statistical analysis consisted of a two-tailed Student's t-test. Source data are provided as a Source Data file.

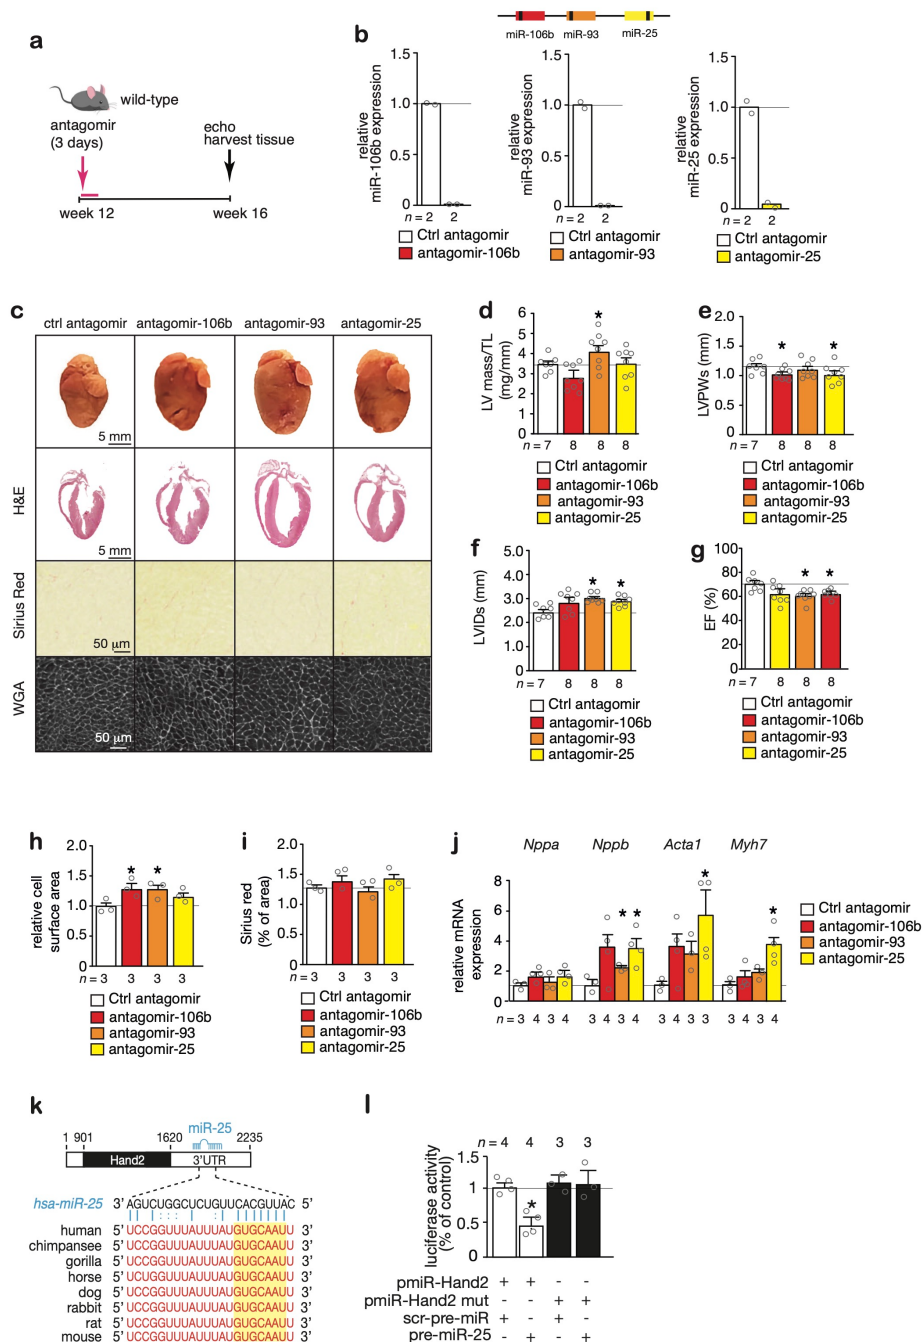

**Supplementary Figure 2 | *miR-106b~25* silencing with single antagomirs.** (a) Workflow of the study. (b) Real-time PCR analysis of *miR-106b*, *miR-93* and *miR-25* expression in hearts from mice receiving control (ctrl) antagomir or antagomir against a specific miRNA. (c) Representative images of whole hearts (top panels), H&E-stained sections (second panel), Sirius Red stained sections (third panel) and WGA-stained (fourth panel) histological sections. Quantification of (d) LV/BW ratio, (e) LVPWs, (f) LVIDs, and (g) EF of mice that received indicated antagomirs. Quantification of (h) cell surface areas by WGA-staining and (i) fibrotic area by Sirius Red staining. (j) Real-time PCR analysis of *Nppa*, *Nppb*, *Acta1*, and *Myh7*; *n* refers to number of hearts. (k) Location and evolutionary conservation of hsa-miR-25 seed region on *Hand2*. (l) Activity assay of luciferase reporter constructs shows the binding of hsa-miR-25 to the 3'UTR of *Hand2*, *n* refers to number of transfection experiments. \**P* < 0.05 vs corresponding control group (error bars are s.e.m.). Statistical analysis consisted of a two-tailed Student's t-test (l) or a One-way ANOVA followed by Dunnett multiple comparison test (d-g). Source data are provided as a Source Data file.

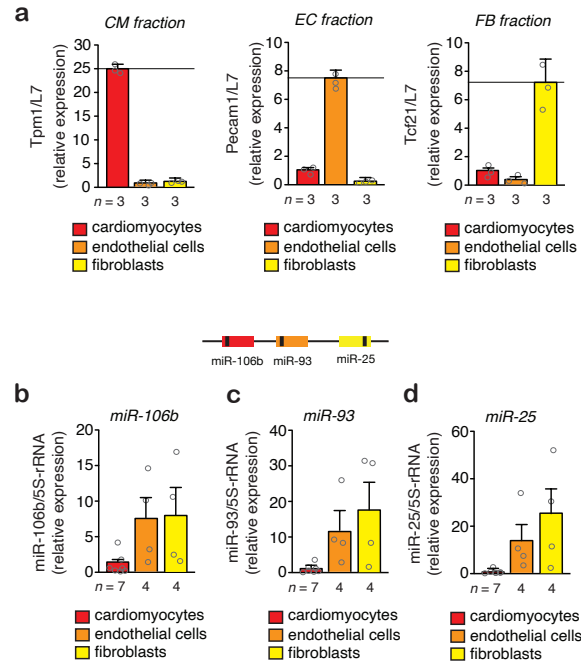

**Supplementary Figure 3 | *miR-106b~25* cluster expression in adult mouse heart cells. (a)** Real-time PCR analysis of marker genes for Tropomyosin 1 (Tpm1), Platelet endothelial cell adhesion molecule (Pecam1) and Transcription factor 21 (Tcf21) in cardiomyocytes (CMs), endothelial cells (ECs) and fibroblasts (FBs) following enzymatic dissociation of adult mouse hearts followed by column-based magnetic cell isolation. Real-time PCR analysis of *miR-106b*, *miR-93* and *miR-25* abundance in **(b)** CMs, **(c)** ECs or **(d)** FBs, *n* refers to the number of hearts (error bars are s.e.m.). Source data are provided as a Source Data file.

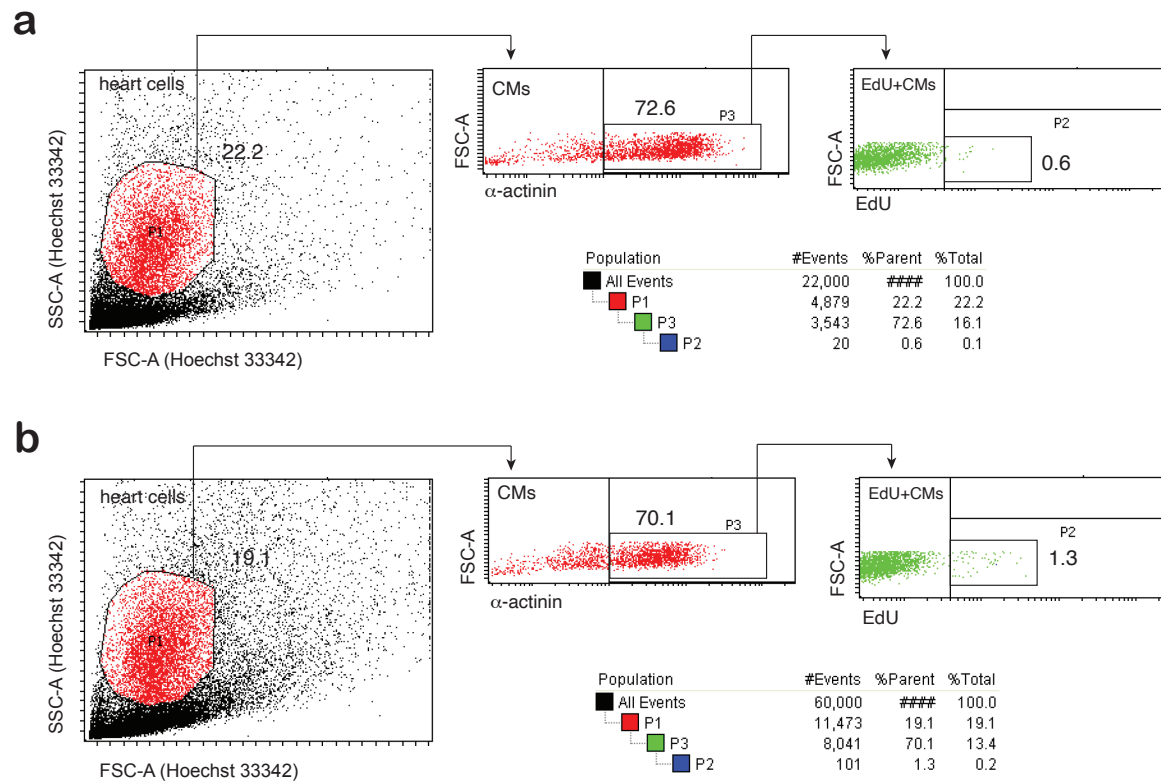

**Supplementary Figure 4 | Overexpression of *miR-106b~25* stimulates CM proliferation.**

Neonatal mice at age p1 received AAV9-MCS or AAV9-miR106b~25, at p10 administered a single EdU injection and 2 days later cardiomyocytes (CMs) from  $n=5$  hearts in each condition were isolated, pooled and analyzed by flow cytometry. **(a)** Gating strategy for the detection of EdU+CMs within myocardial cells from mice that received AAV9-MCS. **(b)** Gating strategy for the detection of EdU+CMs within myocardial cells from mice that received AAV9-miR106b~25.

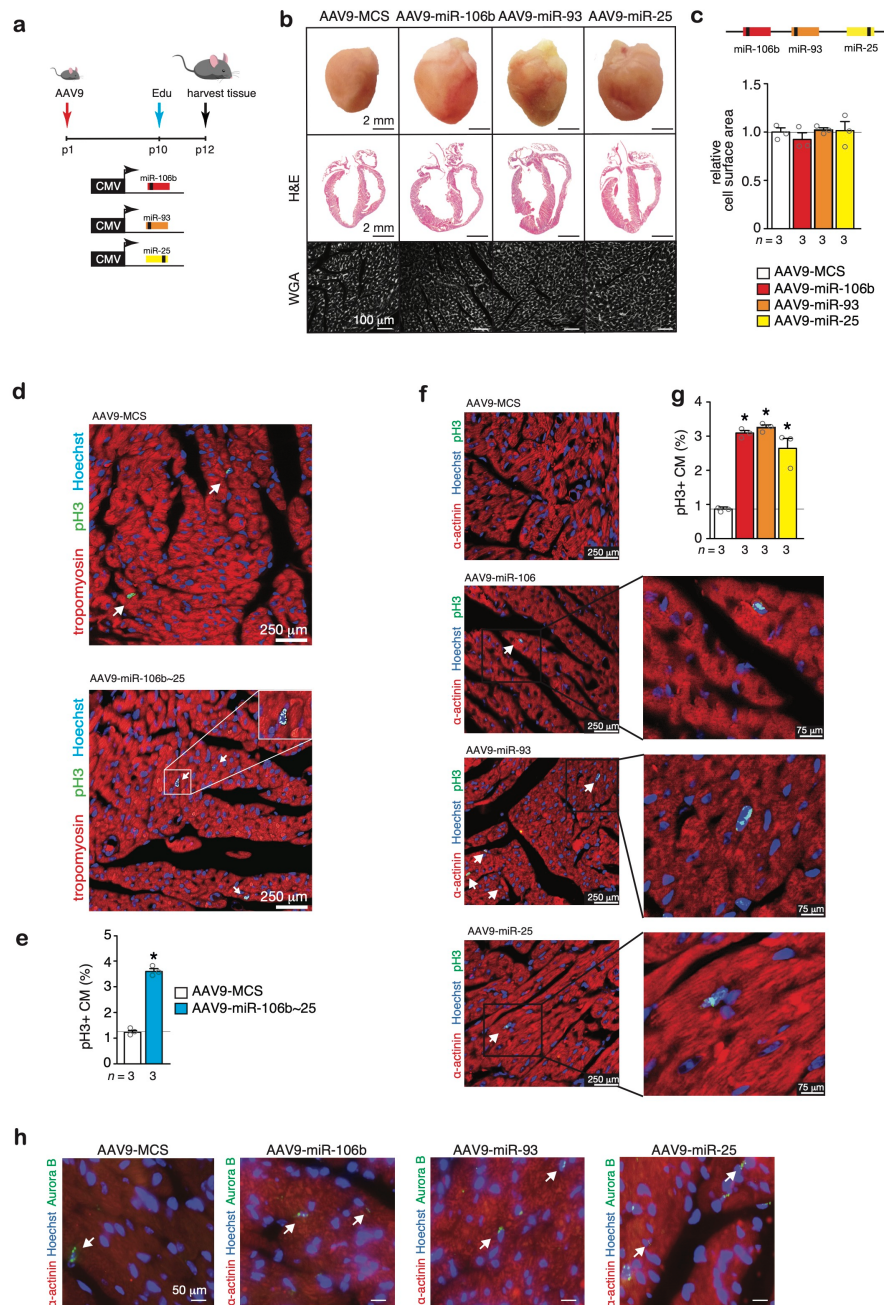

**Supplementary Figure 5 | Overexpression of *miR-106b*, *miR-93* or *miR-25* induces cardiac enlargement by stimulating cardiomyocyte proliferation.** (a) Design of the study. (b) Representative images of whole hearts (top panels), H&E-stained histological sections of four-chamber view (second panel) and WGA-stained (third panel) histological sections. (c) Quantification of cell surface areas. (d) Representative confocal microscopy images and (e) quantification of pH3 positive cardiomyocytes (CMs;  $\alpha$ -actinin+, pH3+) in heart sections of mice receiving AAV9-MCS or AAV9-miR-106b~25 and stained for tropomyosin, pH3 and Hoechst. (f) Representative confocal microscopy images and (g) quantification of the number of pH3 positive CMs ( $\alpha$ -actinin+, pH3+) in heart sections of mice receiving AAV9-MCS, AAV9-miR-106b, AAV9-miR-93 or AAV9-miR-25 and stained for  $\alpha$ -actinin, pH3 and Hoechst,  $n$  refers to number of hearts. (h) Representative confocal microscopy images of heart sections of mice receiving AAV9-MCS, AAV9-miR-106b, AAV9-miR-93 or AAV9-miR-25 and stained for  $\alpha$ -actinin, Aurora B and Hoechst. \* $P < 0.05$  vs corresponding control group (error bars are s.e.m.). Statistical analysis consisted of a two-tailed Student's t-test (e) or a One-way ANOVA followed by Dunnett multiple comparison test (c,g). Source data are provided as a Source Data file.

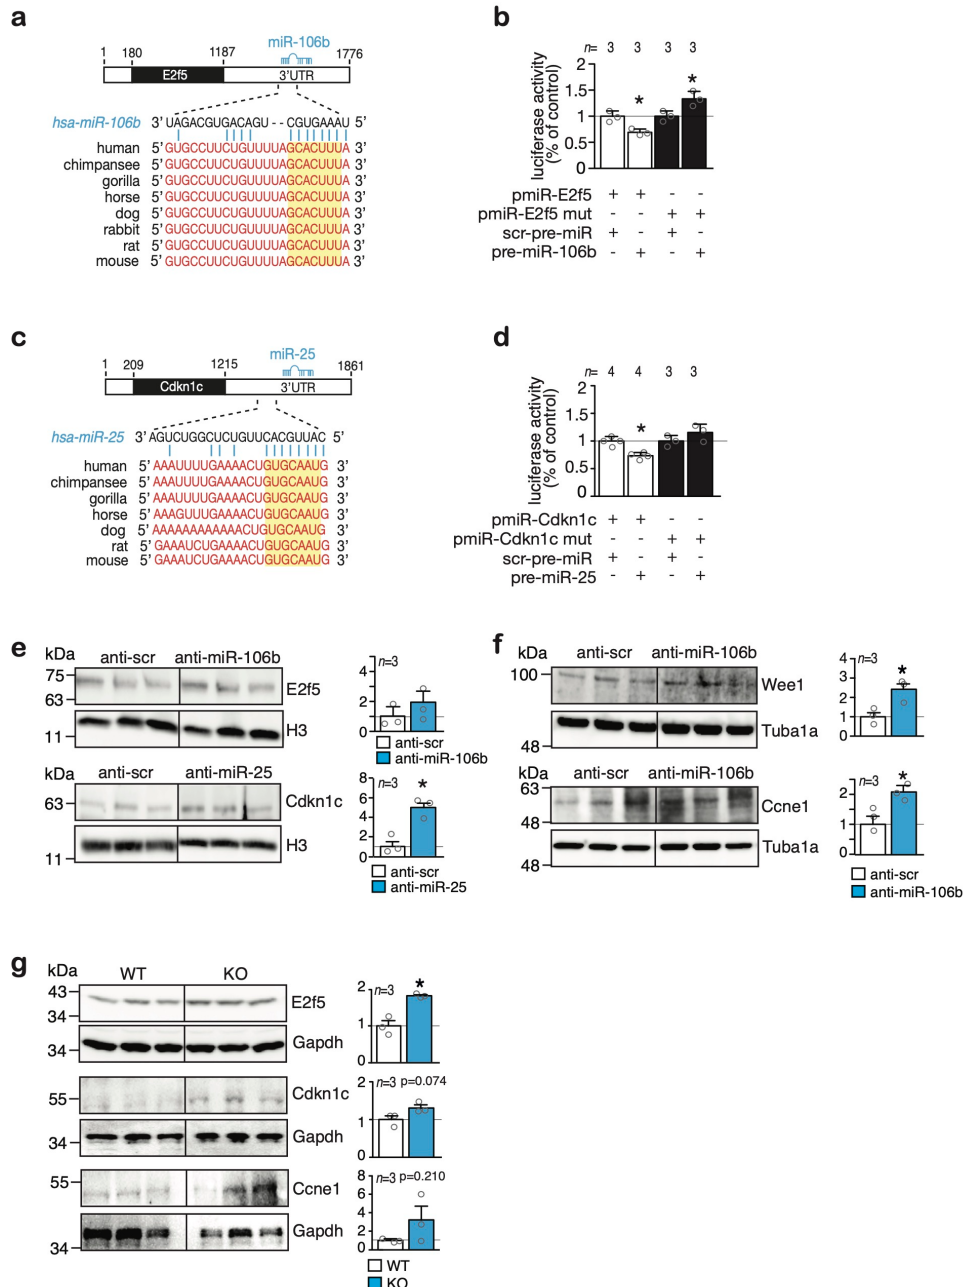

**Supplementary Figure 6 | *miR-106b~25* targetome validation. (a)** Location and evolutionary conservation of the *hsa-miR-106b* seed region on *E2f5*. **(b)** Activity assay of luciferase reporter constructs shows the binding of *hsa-miR-106b* to the 3'UTR of *E2f5*. **(c)** Location and evolutionary conservation of the *hsa-miR-25* seed region on *Cdkn1c*. **(d)** Activity assay of luciferase reporter constructs shows the binding of *hsa-miR-25* to the 3'UTR of *Cdkn1c*, *n* refers to number of transfection experiments. **(e)** Western blot analysis of endogenous *E2f5* and *Cdkn1c* and histone 3 (H3) as a loading control in cardiomyocytes transfected with a control anti-miR, or anti-miRs for *miR-106b* or *miR-25*. **(f)** Western blot analysis of endogenous *Wee1*, *Ccne1* and Tubulin-a (*Tuba1a*) as a loading control in cardiomyocytes transfected with a control anti-miR, or an anti-miR for *miR-106b*. **(g)** Western blot analysis of endogenous *E2f5*, *Cdkn1c*, *Ccne1* and *Gapdh* as a loading control in hearts from WT versus *miR-106b~25* KO mice, *n* refers to the number of animals. \**P* < 0.05 vs corresponding control group (error bars are s.e.m.). Statistical analysis consisted of a two-tailed Student's t-test. Source data are provided as a Source Data file.

**Supplementary Table 1. real-time PCR primers used in the study**

| Gene name     | Gene identification |    | sequence              |
|---------------|---------------------|----|-----------------------|
| <i>Nppa</i>   | NM_008725           | FW | TCTTCCTCGTCTTGGCCTTT  |
|               |                     | RV | CCAGGTGGTCTAGCAGGTTC  |
| <i>Nppb</i>   | NM_008726           | FW | TGGGAGGTCACTCCTATCCT  |
|               |                     | RV | GGCCATTTCCTCCGACTTT   |
| <i>Acta1</i>  | NM_009606           | FW | CCGGGAGAAGATGACTCAAA  |
|               |                     | RV | GTAGTACGGCC GGAAGCATA |
| <i>Myh7</i>   | NM_080728           | FW | CGGACCTTGAAGACCAGAT   |
|               |                     | RV | GACAGC TCCCATTCTCTGT  |
| <i>Tpm1</i>   | NM_001164256        | FW | GTATGAAGAGGTGGCCCGTA  |
|               |                     | RV | CGAGTTTCAGCCTCCTCAG   |
| <i>Pecam1</i> | NM_001032378        | FW | AACAGAGCTGTTTCCAAGC   |
|               |                     | RV | GTGAAGTTGGCTACAGGTGT  |
| <i>Tcf21</i>  | NM_011545           | FW | CTTCTCCAGGCTCAAGACCA  |
|               |                     | RV | ATAAAGGGCCACGTCAGTT   |
| <i>Rpl7</i>   | NM_011291           | FW | GAAGCTCATCTATGAGAAGGC |
|               |                     | RV | AAGACGAAGGAGCTGCAGAAC |

All oligos are depicted in 5' --> 3' direction. FW, forward; RV, reverse.

How the deposited data were processed for this re-analysis (not part of the article)

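RNA of neonatal rat cardiomyocyte cultures transfected with a mimic of miR-106b, miR-93, miR-25 or cel-miR-67 was sequenced, with 1 library for each of the 4 mimics. As the methods state, the authors checked the reads with FASTQC, removed adaptors with Cutadapt, aligned the reads to the Rnor 6.0 rat genome with STAR, rounded the gene counts and computed RPKM values with edgeR's rpkm function. The paper's text does not name the program that counted reads on genes. The deposited RPKM values cover 15731 genes, none of which is at 0 in all libraries, and the values of the table for the whole series are identical to those given for each sample. A symbol is listed more than once for 176 names; such genes entered the counts and correlations but not the gene lists.

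The deposited values are not counts, so genes were called upregulated or downregulated by fold change and not by a count test. The exact binomial test and the exact intervals of single genes used reads recovered from these values. Because reads were counted in whole numbers, the ratio of a gene's RPKM values between libraries is a ratio of whole numbers once the library sizes are known. The relative sizes were taken from the most common ratio among genes, the smallest whole numbers that give each gene's ratios were found, and the absolute size was taken as the largest that gives whole gene lengths. For 654 genes whose reads shared a common factor, the factor was multiplied back so that the gene length came out whole. On simulated data with known reads, the reads were recovered exactly for 96.5% of 15717 genes. Library sizes and reads on listed genes differed, with listed genes holding between 60.4% and 66.9% of the library size, and the reason was not tested. Genes listed at 0 numbered 74 with miR-106b, 133 with miR-93, 198 with miR-25 and 154 with cel-miR-67. The 10 genes with most reads held 9.95%, 10.1%, 9.07% and 11.5% of the reads on listed genes in the same order, and mitochondrial genes 5.20%, 5.36%, 4.51% and 6.17%.

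A fold change is the ratio of deposited RPKM values of a mimic over cel-miR-67, computed here without a pseudocount for genes with RPKM above 1.0 in both libraries, and genes past 1.3-fold in either direction were counted as upregulated or downregulated. These cutoffs are those of the results text, and the methods give an RPKM cutoff of 2.0. The 95% exact intervals of single genes come from the Clopper-Pearson interval of the share of reads in the mimic library. In simulated libraries, 200 genes with at least 200 control reads were changed 2-fold up or down. These intervals held the true change in 95.6%, 95.8% and 95.8% of genes for the 3 mimics, leaving out genes with few reads in any library. The exact binomial test with Benjamini-Hochberg adjustment at 0.05 called all 199, 199 and 198 changed genes that were tested, together with 10, 15 and 5 unchanged genes. Detection of changes near 1.3-fold, or in genes with fewer reads, was not tested.

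Unchanged libraries were simulated 100 times from the control reads, all against 1 simulated control, with Poisson noise alone and with a gamma-distributed variation between cultures of 10% or 20%, which was assumed and not measured. Gene lists were described by the median log2 fold change over tested genes and by its percentile among 10000 random lists of the same size, drawn within 20 bins of mean expression. The lists were the genes of the 4 compartments of Fig. 5c, lists of S phase, G2/M, cardiomyocyte, fibroblast, endothelial and macrophage genes, of interferon response and p53 target genes, and a list of atrial genes that was written after Myl7 and Myl4 were seen to rise. The intervals of list medians are order-statistic intervals across genes, which are not replicates.

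The genes named in the text are those the paper names in its RNA-seq results or draws in Fig. 5d, the 18 siRNA targets of Fig. 5f, the yellow genes of Fig. 5c, a set of genes the paper names elsewhere, and for each mimic the 3 largest rises and the 3 largest falls among genes with RPKM above 10 in both libraries. Some genes that this rule selects are not reported here. Gene names were taken from the deposited values. The cutoffs, the lists other than the atrial list, the rule for named genes and the alternatives were set before the data were examined, apart from an RPKM cutoff of 2.0 in all 4 libraries for the counts, which was chosen after seeing the data. The other alternatives were RPKM cutoffs of 2.0 and 10, a cutoff passed in either library, fold-change cutoffs of 1.5 and 2, pseudocounts of 0.1 and 1, centring on the median gene, restriction to genes beyond counting noise, and rank correlation. Predicted miRNA sites in 3′UTRs, pathway enrichment and the protein networks were not analysed here. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.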

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

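The tests of the control library, of atrial cells and of scaling in this part were chosen only after the result was seen, and the test of gene length was chosen before.

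Inha, which the paper does not discuss, was among the 3 largest rises with every mimic among genes with RPKM above 10 in both libraries. Its log2 fold change was 2.51 with miR-106b (95% exact interval 2.35 to 2.67), 2.11 with miR-93 (1.94 to 2.28) and 2.54 with miR-25 (2.38 to 2.70), and its RPKM was 11.0 in the control library and 62.4, 47.3 and 63.8 with the mimics. Counting noise is too small to account for these values. With a pseudocount of 1 RPKM the changes were 2.40, 2.01 and 2.43. There is 1 control library, so a control library unusual for this gene and a response shared by the mimics cannot be told apart, since replicate controls would be needed to separate them.

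Myl7 was the largest rise with miR-93 among genes with RPKM above 10 in both libraries, at 3.04 (2.95 to 3.14), and among the 3 largest with miR-106b, at 2.11 (2.01 to 2.21), while it was at -0.70 with miR-25 (-0.84 to -0.57). Myl4, named after its values were seen, changed by 1.66 with miR-106b (1.57 to 1.74), 0.85 with miR-93 (0.76 to 0.94) and 0.12 with miR-25 (0.02 to 0.21). A hypothesis is that these cultures held more atrial cells, which may carry both transcripts. In a list of 9 other atrial genes, of which 6 were tested and 6 were above RPKM 1.0 in the control library, the median log2 fold change was 0.26 with miR-93 (interval -2.83 to 1.26), -0.02 with miR-106b and -0.07 with miR-25. The list was written after Nppa had been seen, and the study measured Nppa in other experiments. Nppa had an RPKM of 1860 in the control library and 261 with miR-93. Stard10 rose by 1.26 with miR-93, but more with miR-25, at 1.77, where Myl7 fell. Sln was at -0.47 with miR-106b and -0.50 with miR-93, and Dkk3 at 0.34 and 0.77. With 6 genes the interval with miR-93 runs from the lowest gene, Nppa, to the highest, Stard10, so it cannot decide the question. Sln fell with miR-93 (-0.88 to -0.12) while Dkk3 rose, so the list did not move together. A larger share of atrial cells stays open, as does an effect of the mimics on these genes, which was not tested.

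With the same RPKM limit of 10, Fstl3 and Il1rl1 were the largest rises with miR-25 after Inha, and the paper does not discuss them. Fstl3 changed by 2.41 (2.27 to 2.55) and Il1rl1 by 2.15 (2.06 to 2.24) with miR-25. With miR-106b and miR-93 the values were 0.40 and -0.57 for Fstl3 and 1.06 and 0.23 for Il1rl1. A difference between cultures unrelated to the mimic was not tested, because there is 1 library per mimic.

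A list of p53 target genes, which the paper does not analyse, had a median log2 fold change of 0.85 with miR-25 (interval 0.32 to 1.66, percentile 100 of random lists), against 0.27 with miR-106b and 0.06 with miR-93. It is the only one of 18 combinations of 6 general lists and 3 mimics whose interval lies above 0. All 12 genes of the list found once in the deposited values were above RPKM 1.0 in the control library, and 8 were upregulated and 2 downregulated with miR-25, with Zmat3 at 1.79 and Plk2 at -1.30. The paper's Fig. 5c includes 2 of them, Cdkn1a and Ccng1, and the median without these was 0.77. After a trend of fold change on gene length was removed the median was 0.85, so gene length does not account for the rise. Scaling of a library moves all genes by 1 factor, and the list median was 0.90 above the median of random lists matched on expression, outside their 95% range of -0.37 to 0.23, which argues against scaling. A response of these genes to miR-25 stays a hypothesis, since differences between cultures cannot be measured with 1 library per mimic.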

How the results depend on the processing

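Of the tests in this part, only the RPKM cutoff of 2.0 in all 4 libraries for the counts was chosen after the result was seen.

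The counts of changed genes fell with stricter cutoffs, since fewer genes pass them. With RPKM above 10 in both libraries, 410 genes were upregulated and 457 downregulated with miR-106b, 411 and 660 with miR-93, and 619 and 977 with miR-25. A fold-change cutoff of 1.5 left 588 and 647, 781 and 942, and 1189 and 1538 genes, and a cutoff of 2 left 139 and 150, 192 and 289, and 360 and 561. With an RPKM cutoff of 2.0, a cutoff passed in either library, pseudocounts of 0.1 and 1, centring, and restriction to genes beyond counting noise, every count stayed within 1.5 times its main value. With RPKM above 2.0 in all 4 libraries the counts were 981 and 1098, 1240 and 1447, and 1649 and 2089. Downregulated genes made up 61.6% of the changed genes with miR-93 at RPKM above 10, against 50.8% in the main setting, and centring gave 50.4%. With RPKM above 1.0 in either library it was 49.5%, with 2026 genes upregulated and 1984 downregulated. With miR-25 the share was 61.2% at RPKM above 10 and 60.9% at a fold-change cutoff of 2, against 53.9%.

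The number of shared downregulated genes fell in the same way. With RPKM above 10 it was 301 for miR-106b and miR-93, 149 for miR-106b and miR-25, and 258 for miR-93 and miR-25, with a fold-change cutoff of 1.5 it was 426, 168 and 265, and with a cutoff of 2 it was 90, 34 and 53.

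Correlations were judged by an interval that treats genes as independent, which is narrow because genes are not replicates. For miR-106b and miR-93, r was 0.772 with RPKM above 2.0 in all 4 libraries, 0.751 with RPKM above 10 and 0.735 for ranks. For miR-106b and miR-25 it was 0.118 with RPKM above 10, and for miR-93 and miR-25 it was 0.232 for ranks. The cause of these shifts was not tested, and no correlation changed sign.

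The list medians of Fig. 5c, S phase and G2/M kept their direction with an RPKM cutoff of 2.0, a pseudocount of 1 RPKM and centring. The S phase median with miR-25 left its interval with the pseudocount, at -0.72, which is how a pseudocount acts on genes of low RPKM. Of 159 single-gene results, Enah with miR-25 reversed, from -0.00459 to 0.00766 after centring, both within its interval of -0.06 to 0.05. A further 7 values left their counting interval without a change of direction, 6 of them with the pseudocount of 1 and 1 with centring.

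No paired analysis was possible because each mimic has 1 library, and for the same reason leaving out each library in turn was not possible. The alternatives for seed matches in 3′UTRs were not run, since no 3′UTR sequence was used here. The depth limits genes near an RPKM of 1, which have a median of 57.5 control reads; for E2f5 and Cdkn1c with miR-25, differences within their intervals were not detectable.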

Differences from the paper's values

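In this part the RPKM cutoff of 2.0 in all 4 libraries was chosen only after the result was seen, and Prdx5 was named after its values were seen.

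In units of 1000000 reads, the paper's value is 2 per library. In the same units, the reads recovered on the listed genes came to 18.8 with miR-106b, 16.5 with miR-93, 16.5 with miR-25 and 15.2 with cel-miR-67. None of the alternatives set before the data were examined changes the number of reads.

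In the main setting the numbers of upregulated and downregulated genes were within 1.5 times the paper's values for all mimics. With RPKM above 2.0 in both libraries, the cutoff in the paper's methods, 1347 genes were upregulated with miR-93, which is the paper's value of 1347. The other counts did not equal the paper's under the alternatives set before or with RPKM above 2.0 in all 4 libraries. Higher RPKM cutoffs, other filters over all libraries, leaving out symbols of genome clones, and pseudocounts at the cutoff of 2.0 were also tried by hand against the paper's counts, and are not tabulated.

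Fig. 5a gives the larger total to upregulated genes, while the counts in the paper's text add up to more downregulated genes. Here the counts of the 3 mimics sum to 5212 upregulated and 5731 downregulated genes.

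The paper's text lists Ccnb1 and Ccna2 among shared targets of miR-106b and miR-93. Ccnb1 rose by 2.15 and 1.83 and Ccna2 by 0.41 and 0.41 with these mimics, and the colours of Fig. 5d, read by eye, show a rise as well. The text also gives Ccnb1 as downregulated by miR-25, where the log2 fold change was -0.03 (95% exact interval -0.23 to 0.17). With a pseudocount of 1 RPKM, a pseudocount of 0.1 RPKM or centring, Ccnb1 with miR-25 stayed between -0.03 and -0.02.

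The paper's text names Cdkn1a, Cdkn1c, E2f5 and Wee1 as common targets of all members of the cluster. Only Wee1 had lower RNA with every mimic. Cdkn1a was at 0.04, -0.45 and 1.71 with miR-106b, miR-93 and miR-25, Cdkn1c at 1.77, 2.72 and 0.06, and E2f5 at -0.12, -0.06 and 0.18. In Fig. 5c, read by eye, Cdkn1c and E2f5 are not coloured as downregulated. No setting that was run placed Cdkn1c or E2f5 past the 1.3-fold cutoff downwards with any mimic. The E2f5 intervals reach -0.44 with miR-106b and -0.39 with miR-93, so a fall just past that cutoff is not excluded. These are RNA values. The paper's other evidence is luciferase reporters for E2f5 and Cdkn1c, and raised protein of E2f5, Cdkn1c, Wee1 and Ccne1 when the miRNAs were inhibited or deleted. RNA values do not test that evidence.

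Fig. 5c, read by eye, shows Prdx5 as downregulated by at least 1 mimic. Its log2 fold change was -0.07 with miR-106b, -0.19 with miR-93 and -0.10 with miR-25, within 1.3-fold of the control.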

Other observations

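In this part the tests of scaling, of the control library, of cell types, of differences between cultures and of counting noise were chosen only after the result was seen, and the tests of gene length and of the shared control library were chosen before.

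The S phase and G2/M lists fell with miR-25, while the G2/M list rose with miR-106b. After a trend of fold change on gene length was removed, the G2/M median with miR-25 was -0.94 and with miR-106b 0.71, so gene length does not account for either. Scaling of a library moves all genes by 1 factor, and the G2/M median with miR-25 differed by -0.93 from the median of random lists matched on expression, outside their 95% range of -0.15 to 0.15, which argues against scaling. The ratio of the miR-106b over the miR-25 library leaves the control out, and its median over the G2/M list was 1.65, and 1.05 over the S phase list, so an unusual control library is not the whole cause. What stays open is a smaller share of dividing non-cardiomyocytes in the miR-25 culture, since the fibroblast markers had a median of -0.79 with miR-25 with 7 of 9 genes downregulated, while the interval of -1.62 to 0.26 reaches 0 and the cardiomyocyte markers fell as well, at -1.03. Also open is a difference between cultures unrelated to the mimic, which cannot be told apart from an effect of miR-25 with 1 library per condition. With miR-93 the G2/M median was 0.34 and the S phase median -0.03, so only the G2/M list moved in opposite directions between miR-25 and both other mimics. In the paper's neonatal rat cultures, EdU-positive cardiomyocytes and cardiomyocyte numbers rose with each mimic, miR-25 included. That staining counts cardiomyocytes alone, while these libraries hold RNA of whole cultures. The fall of the lists with miR-25 therefore does not show that fewer cardiomyocytes were dividing.

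The correlation of log2 fold changes between miR-106b and miR-93 was also computed from ratios that share no library. Log2 miR-106b over miR-25 and log2 miR-93 over cel-miR-67 had r = 0.267 across genes, so the shared control library is not the whole cause of the correlation. Between the miR-93 and miR-106b libraries themselves, 831 of 11391 genes were higher and 935 lower with miR-93 past the 1.3-fold cutoff.

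A list of cardiomyocyte markers fell with miR-25, with a median log2 fold change of -1.03 and 8 of 8 genes downregulated. With miR-106b and miR-93 the medians were -0.20 and -0.22. All 8 genes were above RPKM 1.0 in the control library, and Fig. 5c includes 1 of them, Tnnc1. Tnni3 had an RPKM of 351 in the control library and 15.9 with miR-25, a log2 fold change of -4.47 (-4.63 to -4.31), and Tnnc1 went from 2580 to 1172. The smallest fall was -0.42, for Pln, and Nppa, which is outside this list, rose by 1.25 with miR-25. If the miR-25 culture held a lower share of cardiomyocytes, markers of other cell types would rise. Fibroblast markers had medians of -0.39, -0.48 and -0.79 with miR-106b, miR-93 and miR-25, with intervals of -1.16 to -0.22, -0.79 to -0.00 and -1.62 to 0.26, at percentiles 0.11, 0.29 and 0.04 of random lists; all 9 genes were above RPKM 1.0 in the control library and none is in Fig. 5c. The direction with miR-25 is opposite to the rise that a lower share of cardiomyocytes would bring. As the interval with miR-25 includes 0, with Col1a2 at -1.87 and Lum at 0.87, a lower share of cardiomyocytes stays open, as does an effect of miR-25 on these genes. Of 6 endothelial genes, 2 were above RPKM 1.0 in the control library, with medians of -0.01, 0.31 and -0.08. Macrophage genes had medians of -0.20, -0.05 and -0.18 over 4, 4 and 3 genes, and interferon response genes 0.51, 0.07 and -0.64 over 11, 11 and 10 genes, at percentiles 100, 68.3 and 0.04 of random lists. The interval with miR-25 was -1.22 to -0.21 for the interferon list, for which no explanation was tested. In the control library 4 of 5 macrophage and 11 of 15 interferon genes were above the cutoff, and the study picked none of these genes or of the endothelial genes.

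Counting noise was tested for changes that stand apart from the paper's direction or between the related miRNAs. For Cdkn1c with miR-106b the lower bound of the exact interval was 1.47, so counting noise does not account for the rise. Nppa and Nppb fell with miR-93, at -2.83 and -2.61, and were at -0.21 and -0.14 with miR-106b. With miR-25 Nppa rose by 1.25 (1.23 to 1.27), from an RPKM of 1860 in the control library to 4425, and Nppb was at 0.08 (0.03 to 0.14). The ratio of the miR-93 over the miR-106b library was -2.47 for Nppb, with an upper bound of -2.37, which counting noise does not reach. Acta1 was at -0.32, -1.79 and 0.33 with miR-106b, miR-93 and miR-25. Differences between cultures were not measured for these genes.

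The 18 genes that the paper targeted with siRNAs were picked by the study from these libraries. Of them 12 were downregulated with miR-106b, 12 with miR-93 and 11 with miR-25, 9 with all 3 mimics and 14 with at least 1. Upregulated were 1 with miR-106b and 1 with miR-93, Cdkn1c in both, and 2 with miR-25, Cdkn1a at 1.71 and Mob1a at 0.91. The median log2 fold changes of the 18 genes were -0.51, -0.56 and -0.58, the last with an interval of -0.86 to 0.01. Dnajb9 was at -1.05, -1.36 and -1.27, and G0s2 at -0.84, -0.89 and -2.64.

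Genes that the paper names outside its RNA-seq results had these log2 fold changes with miR-106b, miR-93 and miR-25. Mef2d was at -0.52 (-0.76 to -0.29), -0.33 (-0.56 to -0.10) and -0.47 (-0.71 to -0.23). Hand2 was at 0.37 (0.23 to 0.52), 0.56 (0.42 to 0.70) and -0.94 (-1.12 to -0.76). Atp2a2, which encodes Serca2a, was at 0.04, 0.42 and -2.03. Lats2 was at -0.37, -0.25 and 0.01, Mcm7 at 0.01, -0.28 and -1.23, and Myh7 at 0.01, -0.11 and -0.66.

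Among genes with RPKM above 10 in both libraries, the largest falls with miR-106b included AABR07015081.2 at -4.28 and Ginm1 at -1.65. The largest falls with miR-93 were AABR07015081.2 at -2.97, Nppa at -2.83 and Enah at -2.64, and with miR-25 they were Tnni3, G0s2 and Cox6a2, the last at -2.53.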
